# Both host and parasite non-coding RNAs co-ordinate the regulation of macrophage gene expression to reduce pro-inflammatory immune responses and promote tissue repair pathways during infection with *fasciola hepatica*

**DOI:** 10.1080/15476286.2024.2408706

**Published:** 2024-09-30

**Authors:** Dayna Sais, Sumaiya Chowdhury, John. P. Dalton, Nham Tran, Sheila Donnelly

**Keywords:** *Fasciola hepatica*, helminth, non-coding miRNAs, miRNA, lncRNA, macrophages, pro-inflammatory response, immune-regulation, host-parasite interactions

## Abstract

Parasitic worms (helminths) establish chronic infection within mammalian hosts by strategically regulating their host’s immune responses. Deciphering the mechanisms by which host non-coding RNAs (ncRNA) co-ordinate the activation and regulation of immune cells is essential to understanding host immunity and immune-related pathology. It is also important to comprehend how pathogens secrete specific ncRNAs to manipulate gene expression of host immune cells and influence their response to infection. To investigate the contribution of both host and helminth derived ncRNAs to the activation and/or regulation of innate immune responses during a parasite infection, we examined ncRNA expression in the peritoneal macrophages from mice infected with *Fasciola hepatica*. We discovered the presence of several parasitic-derived miRNAs within host macrophages at 6 hrs and 18 hrs post infection. Target prediction analysis showed that these Fasciola miRNAs regulate host genes associated with the activation of host pro-inflammatory macrophages. Concomitantly, there was a distinct shift in host ncRNA expression, which was significant at 5 days post-infection. Prediction analysis suggested that these host ncRNAs target a different cohort of host genes compared to the parasite miRNAs, although the functional outcome was predicted to be similar i.e. reduced pro-inflammatory response and the promotion of a reparative/tolerant phenotype. Taken together, these observations uncover the interplay between host and parasitic ncRNAs and reveal a complementary regulation of the immune response that allows the parasite to evade immune detection and promote tissue repair for the host. These findings will provide a new understanding of the molecular interaction between parasites and host.

## Introduction

Infection with parasitic worms (helminths) is a significant global health issue, with more than 1.5 billion people infected with one or more parasite [1]. While the mammalian immune system is capable of parasite expulsion, during natural infections, host protective immune responses are modulated such that the invading helminths are tolerated, and the tissue damage caused by their migration is managed/repaired [2]. Consequently, sterilizing immunity, a characteristic of infection with most other pathogens (viral and bacteria), is not activated. Accordingly, a consistent feature of mammalian helminth infection is that complete expulsion or killing of all parasites is rarely achieved, there is little evidence of protection against re-infection, and for most, there is no effective vaccine [3–5]. While drug treatments are available, these are limited in number, and due to rapid reinfection within endemic populations, the current strategy of mass drug administration is ineffective in the long term. In addition, the continuous widespread use of these drugs in humans and animals has led to the emergence of resistance [6]. A better understanding of the mechanisms that underpin the regulation of protective immunity will inform the design of much needed anti-helminth treatments/vaccines.

*Fasciola hepatica* infection is an ideal model for characterizing the modulation of host immune responses. The parasite progresses through distinct life stages, each associated with defined host tissue sites, thus allowing analysis of specific interactions between parasite and host immune cells. Infection with this parasite only occurs when the mammalian host ingests water or vegetation contaminated with the infective metacercariae [7]. Within hours after ingestion, the metacercariae excyst to release the infectious newly excysted juveniles (NEJs). The NEJs perforate the intestinal wall to migrate through the peritoneal cavity to reach the liver, where they grow and mature. This activity induces an influx of immune cells, predominantly macrophages, into the peritoneal cavity [8,9]. However, despite the presence of migrating NEJs, the damage to the intestinal epithelium, and the presence of translocating intestinal microbiota, there is a distinct absence of an expected protective pro-inflammatory M1-like macrophage phenotype. Instead, macrophages in the peritoneal cavity of infected animals (mice and sheep) display no significant increase in the production of pro-inflammatory cytokines (TNF, IL-12, IFNγ) or anti-microbial effectors [iNOS, nitric oxide (NO)] [8–11]. As the infection progresses and the NEJs penetrate the liver capsule, M2-like macrophages dominate, as characterized by an increase in the expression levels of Arg1 and Ym1 [12]. The absence of M2-like macrophages during this phase of infection had no effect on the size or number of infecting parasites but did result in more extensive liver damage and premature host death. Therefore, it was concluded that the primary role of the M2-like macrophages during infection with *F. hepatica* (and other helminths) is the promotion of tissue repair rather than mediating anti-helminth responses [13]. The aim of the current study was to define the molecular mechanisms underlying this interplay between parasite and host macrophages.

Non-coding RNAs (ncRNAs), such as miRNAs and long non-coding RNAs (lncRNAs), play vital roles in gene regulation in a multitude of cellular pathways to maintain cellular homoeostasis. NcRNAs are often expressed in response to stimuli and to abnormal changes to a cell and have been observed to exhibit differential expression in numerous diseases [14], including parasitic infections [15–18]. There are several forms of ncRNAs that are categorized according to their size. The small ncRNA group includes microRNAs, which are short single-stranded RNAs around 22nt in length. MicroRNAs bind to complementary sequences in their target messenger RNA (mRNA) 3`untranslated regions (3`UTRs) to induce mRNA degradation and translational repression [19]. Non-coding RNAs that are 200nt or greater in length are referred to as long non-coding RNAs (lncRNAs) [14]. These can form secondary structures, enabling them to interact with DNA, RNA, and protein molecules, thus acting in transcriptional and post-transcriptional regulation and as regulators of chromatin organization [20,21].

As ncRNAs function to regulate gene expression, it is not surprising that both miRNAs and lncRNAs have central roles in macrophage activation, polarization, and resolution of inflammation [22,23]. During helminth infection, changes in the expression of host miRNAs and lncRNAs in multiple tissue sites are documented for most parasites [24–26]. In macrophages, these changes have been predicted [24,26], and experimentally [27–29] shown to have immune-modulating outcomes. Amongst these effects is the regulation of Toll-like receptor signalling, which may be critical to the control of host protective immune responses, as these receptors evolved to act as innate sensors of pathogen ligands [30]. Activation of macrophage TLRs shapes the hosts immune response to infection and plays a pivotal role in regulating the balance between activation of pro-(M1) and anti-(M2) inflammatory macrophages to mediate the survival of both host and parasite [30,31]. During infection, helminth-derived miRNAs are transferred to host macrophages, likely via the uptake of extracellular vesicles (EVs) [29,32–35]. The parasite miRNAs insert into the host miRNA biogenesis machinery, adopting the mammalian mechanism of gene regulation, to alter the inflammatory response of macrophages. While these studies provide evidence that ncRNAs (from host and parasite) [29,33] operate to regulate the biological function of macrophages, most have focused on a single miRNA at a single timepoint or only on the function of host or parasite-derived ncRNAs independently of each other. To date, no study has investigated the combined effect of both host and parasite ncRNAs on macrophage functionality over the course of helminth infection.

Thus, here, we have characterized the complete profile of host and parasite derived ncRNAs in murine peritoneal macrophages during the first five days of infection with *F. hepatica*. These ncRNAs were then matched to their corresponding gene targets within the transcriptome of the same macrophages, which allowed the assembly of ncRNA:mRNA interactome. The analysis revealed the joint influence of both host and parasite in regulating macrophage inflammatory responses over the course of infection.

## Materials and methods

### Murine infections and collection of peritoneal macrophages

BALB/c female mice aged 6–8 weeks of age (Australian Resource Centre, Perth, Australia) were orally infected with 20 metacercariae of *F. hepatica* (Invetus, Australia). Peritoneal exudate cells were collected by washing the peritoneal cavity of mice with sterile saline at 6 hours (hrs), 18 hrs, and 5 days post-infection (*n* = 25/timepoint) and from a cohort of uninfected mice (*n* = 25). Magnetic beads were used to negatively select peritoneal macrophages as per manufacturer’s instructions (Miltenyi, USA). Peritoneal macrophages from five mice at each timepoint were pooled together for RNA isolation, giving a total of five replicates for each timepoint. Ethical approval for this study was granted by the University of Technology Sydney (UTS) Animal Care and Ethics Committee (ETH20–4709), and experiments were conducted in accordance with the approved guidelines to be compliant with The Australia Code for the Care and Use of Animals for Scientific Purposes.

### RNA sequencing and bioinformatics analysis

Total RNA was isolated from the peritoneal macrophages using RNAzol RT (Molecular Research Centre, US) as per the manufacturer’s instructions and quantified using a Nanodrop ND 1000 (Thermo Fisher Scientific). Library preparation of RNA from macrophages was performed using the QIAseq prep for miRNA seq (75 M reads/sample) and Illumina Stranded total RNA prep for Total RNA seq (35 M reads/sample) for use in sequencing using Illumina NovaSeq 6000 (The Ramaciotti Centre for Genomics, UNSW, Australia). The quality of the miRNA seq and total RNA seq raw Fastq files was assessed using FastQC v0.11.9, and adapters were removed using Cutadapt v1.12 [36].

For miRSeq fastq files, reads with lengths smaller than 18bp and greater than 26bp were discarded also using Cutadapt. The mature miRNA sequences of *Mus musculus* were retrieved from miRbase (Release 22.2) and were used to build the index for alignment using Bowtie2 [37] and miRSeq reads were aligned to the mature *M. musculus* miRNAs. MiRNA seq reads that did not align against the *M. musculus* miRNAs were then aligned against all published miRNA sequences for *F. hepatica* (Supplementary Table S1). Counts for *M. musculus* and *F. hepatica* miRNAs were extracted from the resultant Sam files using SamTools [38].

For Total RNA sequencing the *Mus musculus* genome sequences (GRCm39.genome.ensembl release 108) were retrieved from Gencode (Release M31) and was used to build the index for alignment using Bowtie2. Counts for *Mus musculus* mRNA and lncRNAs were extracted using Gencode (Release M31) annotation files and HT-Seq count [39].

Raw reads from *Mus musculus* miRNA, mRNA and lncRNAs were analysed for differential expression (DE) using the DESeq2 Bioconductor package (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). Accordingly, raw counts were extracted from all peritoneal macrophage samples, and DESeq2 was employed to normalize counts and identify differentially expressed *Mus musculus* mRNA, lncRNA and miRNAs between uninfected mice and each individual time point (6 hr, 18 hr 5 days) post-infection. One replicate (rpt4) of samples isolated at 18hrs displayed counts for all RNA species much greater than other replicates. This was considered an outlier and subsequently removed from differential expression analysis. 

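In this replicate the F. hepatica miRNA total is 8227 reads, 229 times the median of the other 4 replicates taken at 18 hrs, and the mouse miRNA total is 1.17 times their median. Its lncRNA total is 0.961 times and its mRNA total 0.864 times the median of the same 4 replicates. Replicate 4 was left out of all results given for 18 hrs unless it is named, as in the paper, which leaves 19 libraries of each kind.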

Only transcripts (mRNA, miRNA, lncRNA) with a sum of ≥ 10 counts across all samples and with an adjusted p-value <0.05 were included in subsequent analyses. For lncRNAs and miRNAs, a Log2 Fold change of 2 (Log2FC2) or 4-fold was considered for further analyses (predicted target and interactome analyses).

All DE mRNAs were also matched and filtered to the InnateDB database (https://www.innatedb.com/) to identify those *M. musculus* genes are associated with the innate immune response and are altered during *F. hepatica* infection at each time-point.

### Non-coding RNA target prediction

Target prediction analysis was conducted for selected *F. hepatica* miRNAs (fhe-miR-125b-5p, fhe-miR-125a-5p, fhe-miR-71a-5p, fhe-miR-277b-3p) and *Mus musculus* miRNAs (Log2FC2 at one timepoint vs control *n* = 37) and lncRNAs (Log2FC2 across all timepoints *n* = 33). To determine possible mammalian gene targets for miRNAs from both parasite and mouse, the online prediction tools miRDB (miRDB.org), MiRanda on miRNAconsTarget (https://arn.ugr.es/srnatoolbox/amirconstarget/) and TargetScan (http://www.targetscan.org) were utilized. Predictive miRNA:mRNA pairings were filtered for a target score of > 60 in miRDB, target score > 150 and minimum free energy (MFE) <-20k/Cal (Energy-kcal/Mol) in miRanda and a seed sequence match to 7mer-m8 site in TargetScan. All mRNA targets from the three databases were merged and filtered for genes also identified to be differentially expressed in the peritoneal macrophage RNA sequencing data. The miRNA:mRNA pairings were then filtered for those with an inverse expression pattern, i.e. for upregulated miRNAs:downregulated mRNA pairs and for downregulated miRNAs:upregulated mRNA pairs.

As lncRNAs can function as miRNA sponges, we predicted lncRNA:miRNA interactions using Diana tools LncBase.v3 (https://diana.e-ce.uth.gr/lncbasev3) and the predictive miRanda parameters on miRNAconsTarget were used. Again, lncRNA:miRNA interactions found using miRanda were filtered according to the target score > 150 and MFE and <-20k/Cal.

Gene targets of the differentially expressed lncRNAs were then filtered for those with an inverse expression relationship to mRNA transcripts in peritoneal macrophages. Predictive analysis of the DE lncRNAs regulation of genes was performed using the online tools LncRRisearch (http://rtools.cbrc.jp/LncRRIsearch/) and CatRAPID omics v2 (http://s.tartaglialab.com/page/catrapid_omics2_group). LncRNA:mRNA pairs were filtered for an energy threshold of −16 kcal/mol in LncRRisearch, and a binding score cut off > 20 for CatRAPID. As lncRNAs can promote and impede mRNA expression levels, lncRNA:mRNA pairs were filtered for mRNAs differentially expressed in the peritoneal macrophages.

### Interactome network analysis

The predicted miRNA (*F. hepatica and M. musculus*) to mRNA, lncRNA:miRNA and lncRNA:mRNA pairs were imported into the network mapping program Cytoscape v3.9 (https://cytoscape.org/) and merged for a comprehensive network analysis of all RNA interactions occurring during *F. hepatica* infection. All RNA interactions were divided into the corresponding timepoint post-infection (6 hr, 18 hr, D5), at which they were differentially expressed and filtered for those genes associated with the innate immune response using InnateDB.

### Gene ontology and KEGG analysis

Gene ontology analysis was performed on all differentially expressed mRNAs at each timepoint, as well as those filtered through InnateDB. Gene ontology was performed using G:profiler (https://biit.cs.ut.ee/gprofiler/gost), and those statistically significant enriched terms were visualized using Revigo (http://revigo.irb.hr/) r-scripts for the scatterplot.

## Results

### Host ncRNA expression in peritoneal macrophages significantly increases when juvenile *Fasciola hepatica* enters the liver

To decipher the impact of *F. hepatica* on the non-coding RNA landscape of host immune cells during the early stages of infection, peritoneal macrophages were harvested from BALB/c mice infected with *F. hepatica* at 6 hrs, 18 hrs and 5 days post-infection. These time points were chosen to represent the early migration of the flukes from the initial translocation from the intestine (6 hrs), through the peritoneal cavity (18 hrs) to penetration of the liver (5 days). RNA harvested from these macrophages was subjected to total RNA and small RNA sequencing. 

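Each of the 4 groups has 5 replicates and each replicate is RNA of macrophages pooled from 5 mice, so the spread between replicates is a spread between pools. The raw counts per mature miRNA that the authors deposited were taken as the starting point. Mouse miRNA counts per library have a median of 13453025 in uninfected mice (11541968 to 16812554), 13796066 at 6 hrs (11601990 to 17649093), 14279769.5 in the 4 kept libraries of 18 hrs (12756056 to 15636748) and 11365527 at 5 days post-infection (9430848 to 12907163). The median over all 20 libraries is 13286948 counts. These are reads left after trimming and alignment to mouse miRNAs, so they are another measure than the 75 M reads per sample of the paper. Of the 5 replicates at 6 hrs, 2 are told apart only as a and b because their columns carry no number of their own. A miRNA was tested when its counts summed to at least 10 over the 19 libraries, which kept 848 of 1978 miRNAs. The counts were fitted with edgeR (quasi-likelihood F test, two-sided, TMM scaling, all 4 groups in 1 fit) and a miRNA is called DE when its Benjamini-Hochberg adjusted p is under 0.05. Intervals and lower bounds on ratios of counts cover counting error only.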

The miRNAseq reads were cleaned and then aligned to the *M. musculus* miRNAs listed on miRbase. Differential expression analysis was performed with DESeq2 and miRNA expression at each timepoint during infection was compared to miRNA expression in macrophages isolated from uninfected mice (Supplementary Table S2.1).

The profile of miRNA expression in macrophages taken from infected mice were distinct from macrophages from uninfected mice. 

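Over the 500 most variable miRNAs the mean Euclidean distance between log2 CPM of infected and uninfected libraries is 18.5 at 6 hrs, 20.1 at 18 hrs and 23.9 at 5 days. Libraries of the same group lie 16.7 apart in uninfected mice, 17.3 at 6 hrs, 18.7 at 18 hrs and 18.2 at 5 days. The pseudo-F of infected against uninfected libraries is 1.94, 2.34 and 5.37, each with a one-sided exact permutation p of 0.00794, the smallest possible with these numbers of libraries (0.00952 after adjustment over the 6 pairs of groups). Principal components 1 and 2 hold 25.2% and 8.91% of the variance. The alternative that moved these distances most is 1 minus Spearman's rho, with which the separation at 6 hrs has an exact permutation p of 0.103.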

Within the infection time points, the changes in miRNA expression at day 5 were quite different from the profile of differentially expressed (DE) miRNAs observed at the earlier time points of 6 hrs and 18 hrs (Figure 1a). Furthermore, the expression pattern of DE miRNAs in macrophages at both 6 hrs and 18 hrs, were more similar to that seen in the macrophages isolated from uninfected mice (Figure 2). These variations between time points are reflected in the number of miRNAs that were differentially expressed at each time point compared to the miRNA expression in uninfected animals (Figures 1 and 2). 

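Day 5 libraries lie on average 21.9 from the 6 hr libraries and 21.1 from the 18 hr libraries, with a pseudo-F of 3.67 and 2.42 (one-sided exact permutation p 0.00794 for both). Compared directly, edgeR calls 172 miRNAs DE between 5 days and 6 hrs (87 higher and 85 lower at 5 days) and 149 between 5 days and 18 hrs (71 higher and 78 lower). The 6 hr and 18 hr libraries lie 18.2 apart with a pseudo-F of 1.11 (exact permutation p 0.214). Between 18 hrs and 6 hrs edgeR and DESeq2 each call 0 miRNAs, with 58 at an unadjusted p under 0.05 in edgeR.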

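Against uninfected mice, 11 of the miRNAs called DE at 6 hrs are also called at 18 hrs, all 11 in the same direction, and 10 are called at all 3 time points. Across all tested miRNAs the log2 fold changes at 6 hrs and 18 hrs correlate with r = 0.508, those at 6 hrs and 5 days with r = 0.418 and those at 18 hrs and 5 days with r = 0.508. The uninfected libraries are common to the comparisons, and 10 simulated data sets with no change gave a mean r of 0.451, 0.497 and 0.431 for the same pairs (highest 0.502, 0.550 and 0.479), so the correlation of 6 hrs with 5 days is not above that of data without a change. At 6 hrs and 5 days 12 miRNAs are called in both, 11 of them in the same direction.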

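With edgeR 13 miRNAs are DE at 6 hrs (5 upregulated and 8 downregulated), 25 at 18 hrs (7 upregulated and 18 downregulated) and 175 at 5 days (84 upregulated and 91 downregulated), out of 848 tested. At an unadjusted p under 0.05 the counts are 100, 163 and 275. DESeq2 on the same counts calls 21 (8 and 13), 66 (27 and 39) and 186 (96 and 90), of which 13, 23 and 165 are shared with edgeR. The alternatives that moved the edgeR counts most are a fit on only the 2 groups compared at 6 hrs (29), DESeq2 at 18 hrs and an adjusted p under 0.01 at 5 days (116). The upregulated share of the calls at 18 hrs is 28.0% with edgeR and 40.9% with DESeq2. With replicate 4 kept, edgeR calls 59 at 18 hrs (17 upregulated and 42 downregulated), among them all 25. Leaving out 1 library at a time gives 10 to 18 calls at 6 hrs, 13 to 41 at 18 hrs (13 without uninfected replicate 5, 39 without 18 hr replicate 2 and 41 without uninfected replicate 2) and 130 to 176 at 5 days. The paper reasons from these counts and from the separation of the samples that the miRNA profile changes most at 5 days.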

In total, 21 DE miRNAs (8 upregulated and 13 downregulated) were detected at 6 hrs, 66 (27 upregulated and 39 downregulated) at 18 hrs, and 189 (96 upregulated and 90 downregulated) at 5 days post-infection (Figure 2a). To identify the most significant mmu-miRNAs during *F. hepatica* infection, a 4-fold cut-off (Log2FC2) was applied, which revealed only 3 DE miRNAs at 6 hrs and 18 hrs, and 37 miRNAs at 5 days post-infection (Figure 2b,c; Supplementary Table S2.2).

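At the 4-fold cut-off edgeR calls 3 miRNAs at 6 hrs, all upregulated, 3 at 18 hrs (2 upregulated and 1 downregulated) and 42 at 5 days (10 upregulated and 32 downregulated). The 3 at 6 hrs are mmu-miR-212-3p (log2 fold change 2.76, adjusted p 1.1e-08, edgeR), mmu-miR-212-5p (2.68, adjusted p 6.3e-13) and mmu-miR-132-3p (2.00, adjusted p 2.3e-06). CPM of mmu-miR-212-5p rise from 0.965 ± 0.245 (SD, n = 5) in uninfected mice to 6.30 ± 0.650 (n = 5) at 6 hrs, 6.38 ± 0.697 (n = 4) at 18 hrs and 4.78 ± 1.116 (n = 5) at 5 days, from 7 to 19 counts per library to 70 to 116 at 6 hrs. At 18 hrs its log2 fold change is 2.70 (adjusted p 1.8e-12, edgeR), that of mmu-miR-212-3p 2.40 (adjusted p 3.4e-07), and the 1 downregulated miRNA past the cut-off, named here after its values were seen, is mmu-miR-380-3p (-2.94, adjusted p 0.00444, 0.0940 ± 0.0911 against 0.797 ± 0.320 CPM). At 5 days mmu-miR-212-3p (3.01, adjusted p 9.4e-10, edgeR) and mmu-miR-1983 (2.83, adjusted p 3.4e-15) rise, and mmu-miR-202-3p (-4.62, adjusted p 2.5e-06), mmu-miR-202-5p (-4.48, adjusted p 2.0e-04) and mmu-miR-376c-3p (-3.36, adjusted p 7.9e-08) fall. Below the cut-off at 6 hrs, mmu-miR-132-5p (1.70) and mmu-miR-5121 (0.62) complete the 5 upregulated miRNAs, mmu-miR-31-5p is -1.14 (adjusted p 0.0158, edgeR) and mmu-miR-541-5p -1.05 (adjusted p 0.0144), the latter not called without 6 hr replicate 4 (adjusted p 0.0680) or with the replicate number as a block (0.0646). At 18 hrs mmu-miR-337-5p is -1.69 (adjusted p 0.00444, edgeR) and mmu-miR-541-5p -1.57 (adjusted p 4.6e-04). The call of mmu-miR-202-3p at 18 hrs (-1.72, adjusted p 0.0361, edgeR) is lost without uninfected replicate 1 (0.0627), uninfected replicate 5 (0.0733), 18 hr replicate 1 (0.0670) or 18 hr replicate 5 (0.0849), and with only the 2 groups compared (0.0636). The number past the cut-off at 18 hrs is 12 with replicate 4 kept, 7 without uninfected replicate 2 or 18 hr replicate 2, 6 without 18 hr replicate 5 and 5 without uninfected replicate 3 or 4. With DESeq2 the counts are 3, 3 and 36 (8 upregulated and 28 downregulated at 5 days).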

**Figure 1.**
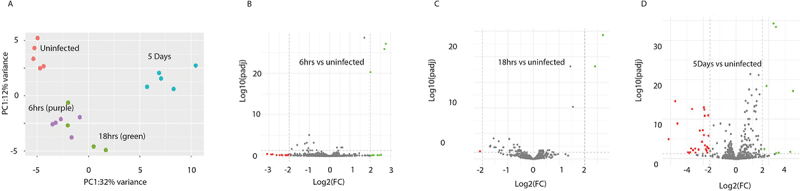
Differentially expressed murine miRNAs in peritoneal macrophages of mice infected with *F. hepatica*. (A) Principal component analysis (PCA) plot of the total murine miRNA expression across all timepoints that were analysed; uninfected (purple), and 6 hr (blue), 18 hr (red) and 5 days (green) post infection. (B-D) volcano plots of differentially expressed murine miRNAs at (B) 6 hr, (C) 18 hr and (D) 5 days post infection as compared to miRNA expression in the macrophages of uninfected mice using DESeq2. Grey points indicate those miRNAs that do not meet the threshold of significance of < 0.05 adjusted *p* value and < ±2log2 fold change (FC). MiRNAs denoted green and red indicate those that are increased or decreased in expression respectively.

**Figure 2.**
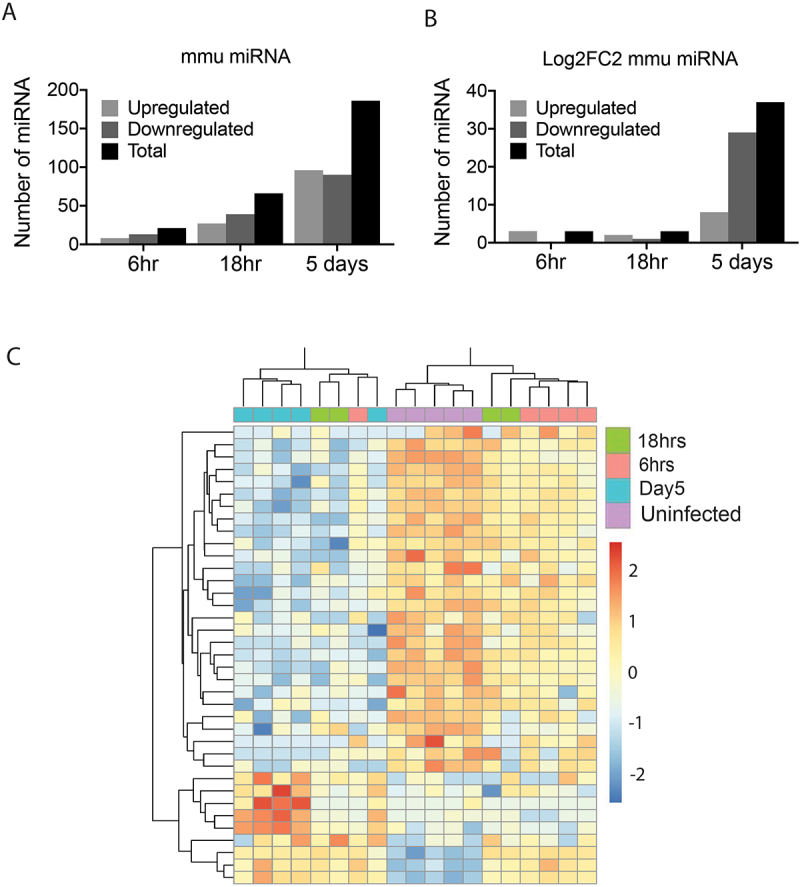
Comparison of murine miRNAs profiles in the peritoneal macrophages of mice show the greatest differential expression at 5 days after infection with *fasciola hepatica*. (A) The total number of differentially expressed (DE) mmu-miRNAs with a < 0.05 adjusted *p* value, in macrophages at each timepoint after infection as compared to uninfected animals. (B) The total number for DE mmu-miRNAs between macrophages from infected mice versus uninfected mice, with a < 0.05 adjusted *p* value and < ±2log2 fold change (4-Fold change). (C) A constructed heatmap displaying the differentially expressed host miRNAs between macrophages isolated from uninfected BALB/c mice (purple) and macrophages from mice infected with *fasciola hepatica* harvested at 6 hours (pink), 18 hours (green) and 5 days (blue) post-infection. The heatmap represents all miRNAs with a fold change greater than or equal to 4-fold for at least one timepoint vs uninfected. MiRNAs shown in red are upregulated, whilst blue are downregulated.

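Of the 848 tested miRNAs, 44 come from precursors within 158 kb of chromosome 12 (109552223 to 109709930, GRCm39). Their median log2 fold change is -0.96 at 6 hrs, -1.20 at 18 hrs and -2.34 at 5 days, with 39, 41 and 42 of the 44 below 0. edgeR calls 4 of them downregulated at 6 hrs (mmu-miR-154-5p, mmu-miR-382-5p, mmu-miR-434-3p and mmu-miR-541-5p), 10 at 18 hrs and 27 at 5 days, and 0 upregulated at any time point. The stretch was drawn around 22 miRNAs that the paper lists as downregulated at 5 days in these libraries, so a test of all 44 as a set is not independent of that choice. The 22 others in the stretch have a median of -0.90, -0.998 and -1.75 with 17, 19 and 20 below 0 and 0, 0 and 5 called downregulated, and as a set they fall at each time point (camera on the edgeR fit, two-sided, adjusted p 0.0226, 0.0226 and 0.00553, chosen after the data were seen), where with the correlation between miRNAs estimated from the data the unadjusted p is 0.119, 0.108 and 0.0428. At 5 days 25 of the 32 miRNAs downregulated past the 4-fold cut-off lie on chromosome 12, 24 of them in this stretch, and 7 elsewhere, while the other tested miRNAs with a single place in the genome number 42 on chromosome 12 and 676 elsewhere. The paper lists 22 such miRNAs on chromosome 12, and all 22 are called downregulated past the 4-fold cut-off by edgeR. The paper goes from this shared place, with clustered miRNAs usually transcribed together, to proposing a common signal behind them. Mouse miRNAs characteristic of fibroblasts and smooth muscle do not fall with them at 5 days (median log2 fold change 0.04 over 5 tested, 0 called), while 6 of epithelial and mesothelial cells have a median of -0.37 with 3 called downregulated.

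**Figure D1:**
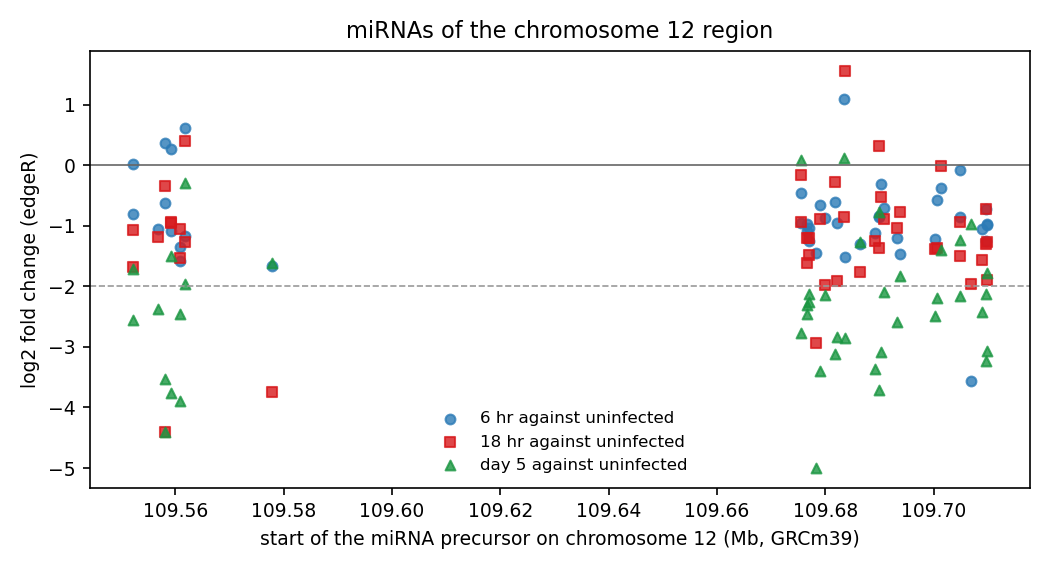
Log2 fold change (edgeR) against uninfected mice of the 44 tested miRNAs of the chromosome 12 stretch, by start of the precursor (Mb, GRCm39), at 6 hrs (n = 5 libraries), 18 hrs (n = 4) and 5 days (n = 5), against 5 uninfected libraries. Each dot is 1 miRNA. The dashed line is a log2 fold change of -2.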

Investigating the chromosomal location of the DE miRNAs (with a 4-fold cut-off) revealed that 22 of the 28 downregulated miRNAs altered at 5 days post-infection were clustered on chromosome 12 (Supplementary Table S2.3). MicroRNA clusters are evolutionarily related and are often co-regulated or co-transcribed [40]. Typically, these clusters contain multiple miRNAs, usually transcribed together by a common factor or signalling trigger, resulting in a co-ordinated regulation of functionally related genes.

The total RNA sequencing data was next interrogated to identify the differential expression of *M. musculus* lncRNAs in peritoneal macrophages. Following the same workflow as the miRNA analysis, the total RNA sequencing reads were aligned to the *M. musculus* genome (GRCm39.genome ensembl release 108), and lncRNAs were extracted. 

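The lncRNA counts per library have a median of 365818 in uninfected mice (331693 to 433441), 430397 at 6 hrs (359229 to 442861), 418438 in the 4 kept libraries of 18 hrs (383833 to 450301) and 373199 at 5 days (344326 to 430355). Over all 20 libraries the median is 399190 counts. These are reads counted for lncRNA genes alone, where the 35 M reads per sample of the paper are for the whole library. At least 10 counts over the 19 libraries were found for 3605 of 13186 lncRNA genes, and these were tested as the miRNAs were. In the total RNA libraries many reads are counted for the gene on the strand opposite to the one known to be transcribed, as Tsix has 59901 counts and Xist, which it overlaps, 159. A change of a lncRNA that overlaps another gene may therefore be a change of that gene, and the opposite gene is named with most of the lncRNAs and mRNAs that have one.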

Differential expression analysis was conducted using DESeq2, comparing the expression of lncRNAs in macrophages from infected mice to those harvested from uninfected animals (Supplementary Table S3.1). 

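Over the 500 most variable lncRNAs the mean distance between uninfected libraries and those of 6 hrs, 18 hrs and 5 days is 33.0, 34.3 and 40.2, with 25.0 between uninfected libraries. The pseudo-F is 5.13, 5.34 and 9.96 (one-sided exact permutation p 0.00794 for each, and 0.00794 after adjustment over the pairs of groups). The 6 hr and 18 hr libraries lie 24.5 apart, where libraries within these groups lie 23.9 and 23.5 apart, with a pseudo-F of 1.32 (exact permutation p 0.00794). Without 6 hr replicate 3 the adjusted exact permutation p of that pair is 0.0571. Day 5 libraries lie 34.1 from those of 6 hrs and 36.1 from those of 18 hrs (pseudo-F 6.63 and 7.36, exact permutation p 0.00794). Principal components 1 and 2 hold 32.4% and 20.6% of the variance. Between 18 hrs and 6 hrs edgeR calls 1 lncRNA DE, Adap2os (log2 fold change -1.07, named here after its values were seen), with 380 at an unadjusted p under 0.05, and DESeq2 calls 11, while 744 differ between 5 days and 6 hrs and 893 between 5 days and 18 hrs. The 1 call between 18 hrs and 6 hrs becomes 10 without 18 hr replicate 1 and 2 without 18 hr replicate 3.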

Like the *M. musculus* miRNAs, comparing the profiles of DE lncRNAs showed that the macrophages from uninfected mice presented as a distinct cohort compared to macrophages from all infected mice, and the DE lncRNAs at 6 hrs and 18 hrs clustered together, separate to the DE lncRNAs at 5 days post-infection (Figure 3a). In addition, the pattern of lncRNA expression over the course of the infection also matched the changes in miRNA expression, with an increase in the number of DE lncRNAs over time (Figures 3 and 4) and an early bias of a higher number of downregulated lncRNAs. 

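With edgeR 575 of 3605 lncRNAs are DE at 6 hrs (278 upregulated and 297 downregulated), 607 at 18 hrs (300 and 307) and 1022 at 5 days (528 and 494). At an unadjusted p under 0.05 the counts are 980, 1084 and 1390. At a threshold of 0.01 on the adjusted p, the alternative that moved them most, edgeR calls 354, 378 and 669. DESeq2 calls 545 (259 and 286), 619 (285 and 334) and 976 (484 and 492), of which 502, 556 and 910 are shared with edgeR. Scaling by the joint library size of both total RNA tables raises the upregulated share from 51.7% to 63.6% at 5 days, where it shifts the median log2 fold change of all lncRNAs by 0.14, and from 48.3% to 57.1% at 6 hrs. Of the lncRNAs called at 6 hrs and 18 hrs 372 are shared, all in the same direction, and 241 are called at all 3 time points. The paper reads the rise in number over time as following that of the miRNAs.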

At 6 hrs post-infection, there were 98 differentially expressed lncRNAs (36 upregulated and 62 downregulated), followed by 116 at 18 hrs (25 upregulated and 91 downregulated) and 227 at 5 days post-infection (120 upregulated and 108 downregulated). 

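Past the 4-fold cut-off edgeR calls 131 lncRNAs at 6 hrs (41 upregulated and 90 downregulated), 132 at 18 hrs (31 and 101) and 291 at 5 days (148 and 143). DESeq2 calls 98 (36 and 62), 115 (25 and 90) and 227 (120 and 107) past this cut-off. Among lncRNAs above the median level whose infected and uninfected libraries do not overlap, the largest rises at 6 hrs are Gm47118 (chromosome 13, 42455774 to 42458467, overlapping Edn1, log2 fold change 3.95, edgeR adjusted p 1.4e-08), Gm15417 (overlapping Zbtb7b, 2.64) and 0610009E02Rik (overlapping Notch1, 2.55, 10578 against 1809 CPM). Among the largest falls at 6 hrs are Gm46637 (overlapping Lncbate10, -3.10) and 4732414G09Rik (overlapping Camkk1, -2.83). At 18 hrs Gm15417 (3.00, edgeR adjusted p 2.0e-24), 4930578M07Rik (overlapping Nutf2, 2.89) and Gm26714 (overlapping Tcim, 2.53) rise most, and Gm41668 (-3.55) and Gm49296 (-2.86), both without an overlapping gene, are among the largest falls. At 5 days the rises are led by Gm44985 (chromosome 7, 121766252 to 121767267, overlapping Plk1, 4.29, edgeR adjusted p 2.2e-24), Gm47118 (3.68) and Gm2788 (overlapping Gm45282, 3.30), and the largest falls include 4732414G09Rik (-3.10) and Gm17552 (overlapping Carns1, -2.97).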

Applying a 4-fold cut-off for the DE lncRNAs (Figure 4; Supplementary Table S3.2) resulted in a total of 49 lncRNAs at 6 hrs (18 upregulated and 31 downregulated), 78 at 18 hrs (12 upregulated and 66 downregulated) and 164 at 5 days (80 upregulated and 84 downregulated) post-infection.

**Figure 3.**
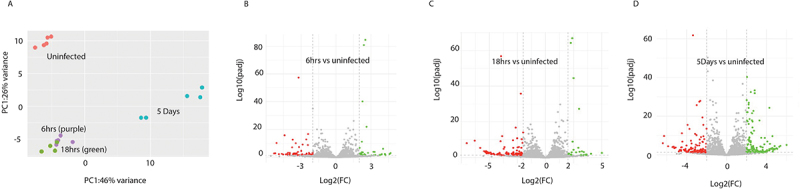
Differentially expressed murine lncRNAs in the peritoneal macrophages of mice infected with *F. hepatica*. (A) Principal component analysis (PCA) plot of the total murine lncRNA expression across all analysed samples; uninfected (purple) 6 hr (blue), 18 hr (red) and 5 days (green) post infection. (B-D) volcano plots of differentially expressed murine lncRNAs at (B) 6 hr, (C) 18 hr and (D) 5 days post infection as compared to lncRNA expression in the macrophages of uninfected mice using DESeq2. Grey points indicate those lncRNAs that do not meet the threshold of significance of < 0.05 adjusted *p* value and < ±2log2 fold change (FC). LncRNAs denoted green and red indicate those that are upregulated and downregulated respectively.

**Figure 4.**
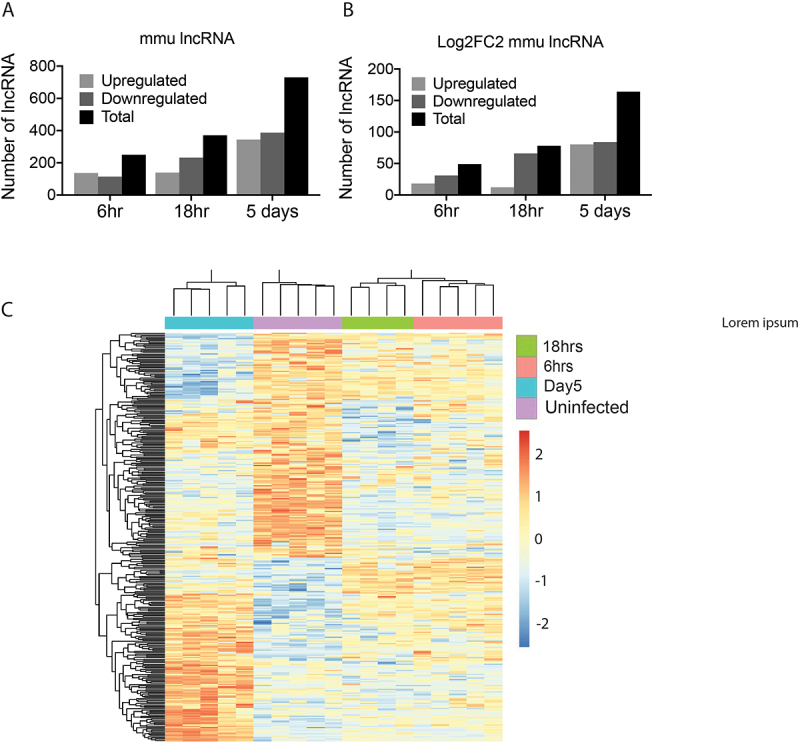
Comparison of murine lncRNAs profiles in the peritoneal macrophages of mice show the greatest differential expression at 5 days after infection with *fasciola hepatica*. (A) The total number of differentially expressed lncRNAs with a < 0.05 adjusted *p* value in macrophages at each timepoint after infection as compared to uninfected animals. (B) The total number lncRNAs in murine macrophages of infected mice that were differentially expressed as compared to uninfected mice by < ±2log2 fold change (4-Fold change) and with a < 0.05 adjusted *p* value. (C) A constructed heatmap displaying the differentially expressed murine lncRNAs between macrophages harvested from uninfected mice (purple) and macrophages at 6 hours (pink), 18 hours (green) and 5 days (blue) post infection with *F. hepatica*. This heatmap represents all lncRNAs with fold change greater than or equal to 4-fold for at least one timepoint vs uninfected. LncRNAs shown in red are upregulated, whilst blue are downregulated.

### Fasciola-derived miRNAs are detected in host macrophages and are most abundant at 18 hours after infection

Signals from both host and parasite likely contribute to the activation and regulation of macrophages during infection. We have previously demonstrated that *F. hepatica* miRNAs are loaded into the miRNA biogenesis machinery within the macrophages of infected hosts [30]. Therefore, parasite-derived miRNAs present within the peritoneal macrophages during infection were next identified to characterize those that directly regulate the expression of host gene targets and are thus pivotal to influencing host responses. Accordingly, those miRNAs within the total miRNA sequencing data of the peritoneal macrophages that did not align to the mouse miRNAs were then aligned to known *F. hepatica* miRNAs. This analysis identified a total of 29 miRNA sequences *F. hepatica*-specific miRNA sequences (Supplementary Table S4). 

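Parasite miRNA counts per library were taken from the same small RNA libraries, with 190 F. hepatica miRNAs listed apart from the 1 that matches the mouse genome and that the paper excludes. They were scaled to RPM with the mouse miRNA reads of the same library as the total, and groups were compared with a two-sided exact permutation test on the mean.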

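Without replicate 4 of 18 hrs, 28 F. hepatica miRNAs have at least 1 read, or 29 with the 1 that matches the mouse genome. In any library, replicate 4 included, 62 have a read, and 34 of the 55 found in replicate 4 are found in no other library. Replicate 4 holds 8214 reads, 492 RPM, and all other libraries together hold 113.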

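In uninfected mice 0 parasite reads stand against 68247450 mouse miRNA reads when the miRNA that matches the mouse genome is set aside, which leaves room for at most 0.0440 RPM at 3 counts over the group. Reads of the miRNA set aside number 5 to 34 per library and occur in all 4 groups.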

While no read counts for 28 *F. hepatica* of these miRNA sequences were detected in the macrophages isolated from uninfected mice, the miRNA fhe-miR-novel-11-5p perfectly aligned with the mouse genome and could not be distinguished from the host and was, therefore, excluded from further analysis.

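At 6 hrs 14 parasite reads of 8 miRNAs were counted over 5 libraries (0 to 4 per library), at 18 hrs 96 reads of 25 miRNAs over 4 libraries (16 to 30 per library) and at 5 days 3 reads of 3 miRNAs over 5 libraries. With replicate 4 kept 59 miRNAs are detected at 18 hrs, and without 6 hr replicate 3 there are 4 at 6 hrs. Asking for at least 2 reads leaves 3, 15 and 0 miRNAs, and asking for reads in at least 2 libraries leaves 1, 10 and 0. At 18 hrs the most frequent are fhe-miR-125a-5p (20 reads), fhe-miR-125b-5p (10), fhe-miR-277b-3p (9) and fhe-miR-71a-5p (8). At 6 hrs fhe-miR-71a-5p has 5 reads and fhe-miR-277b-3p and fhe-miR-219-5p have 2 each. At 5 days fhe-miR-71a-5p, fhe-miR-277a-3p and 1 other miRNA have 1 read each.

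**Figure D2:**
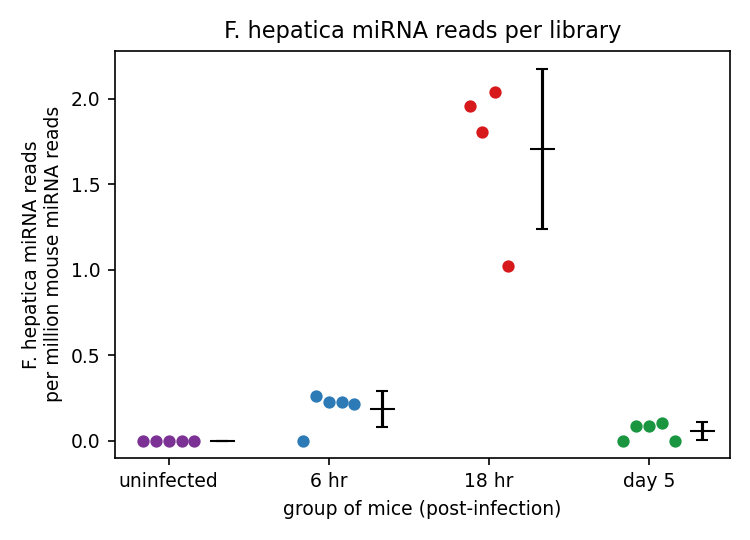
RPM of F. hepatica miRNAs, with mouse miRNA reads as the total, in each library, without the miRNA that matches the mouse genome. Each dot is 1 library (uninfected n = 5, 6 hrs n = 5, 18 hrs n = 4, 5 days n = 5), with mean ± SD of the group beside the dots. Replicate 4 of 18 hrs is not drawn.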

Eight *F. hepatica* miRNAs were detected at 6 hrs, 22 at 18 hrs, and 3 at 5 days post-infection, consistent with our previous findings where *F. hepatica* miRNAs were identified in macrophages at 6 hrs, 12 hrs and 24 hrs but not at day 5 [30]. This expression pattern corresponds with the parasite’s movement through the host; at 6 hrs, the NEJs are migrating through the peritoneal cavity, an activity that would be expected to increase by 18 hrs after infection. During this time, the parasites are most likely interacting with peritoneal macrophages, either directly or via the secretion of EVs containing miRNAs. By day 5, most of the infecting parasites have reached the liver, and therefore, a decrease in parasite-derived miRNAs found within the peritoneal macrophages is expected.

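Parasite miRNAs reach 0.187 ± 0.106 (SD, n = 5) at 6 hrs, 1.71 ± 0.466 (n = 4) at 18 hrs and 0.0562 ± 0.0518 (n = 5) RPM at 5 days. The 18 hr value exceeds that of 6 hrs by 1.52 and that of 5 days by 1.65 (two-sided exact permutation p 0.00794 for each, the smallest possible). Against uninfected mice the exact permutation p is 0.0476 at 6 hrs, 0.00794 at 18 hrs and 0.167 at 5 days, and after adjustment over the 5 comparisons it is 0.0595, 0.0132 and 0.167. Without 6 hr unnumbered replicate a, the 1 library of that time point with 0 reads, the mean at 6 hrs is 0.233 (adjusted exact permutation p 0.0132), and without day 5 replicate 1 or 5, which also have 0 reads, the adjusted exact permutation p at 5 days is 0.0476. The paper reasons from the route of the flukes, from the peritoneal cavity to the liver by day 5, that fewer parasite miRNAs are left in the macrophages then.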

### The transcriptome of peritoneal macrophages from infected mice reveals a significant impact on immune-biological pathways

While the identification of predicted gene targets for both host and parasite-derived ncRNAs can be used to build a hypothesis of a biological outcome, the construction of a ncRNA:mRNA interactome provides a more accurate proposition of functional changes within macrophages. Therefore, the differential expression of mouse (*M. musculus*) mRNAs in peritoneal macrophages at each time-point of infection was compared to cells from uninfected mice. 

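The mRNA counts per library have a median of 3873079 in uninfected mice (2888457 to 4277083), 3793993 at 6 hrs (3631265 to 4178937), 4220806.5 in the 4 kept libraries of 18 hrs (4083369 to 4666661) and 4303136 at 5 days (4176203 to 4525257). All genes of the total RNA libraries are in these counts, 55357 in number, including the 13186 lncRNA genes. Protein-coding genes hold 16.3% of the counts, and a single gene, ENSMUSG00000118642, holds 72.8% of them (66.4% to 77.8% per library). The 16905 genes with at least 10 counts over the 19 libraries were tested, and they are called mRNAs here although genes of the lncRNA table are among them. In 30 of 37 pairs of a ribosomal protein or large peritoneal macrophage gene and a gene on the opposite strand over its exons, the opposite gene has more counts (two-sided exact sign test p 1.9e-04), with medians of 105 and 1054 counts.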

Total RNA sequencing data was aligned to mouse genome sequences (GRCm39.genome ensembl release 108), mRNAs were extracted, and DE analysis was conducted using DESeq2 (Supplementary Table S5.1). The mRNA expression profiles of macrophages from uninfected mice were distinct from the cells harvested from infected animals and matched the distribution of the ncRNAs in peritoneal macrophages. 

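Over the 500 most variable mRNAs the mean distance to uninfected libraries is 42.7 at 6 hrs, 46.0 at 18 hrs and 53.2 at 5 days, with 21.4 between uninfected libraries (pseudo-F 14.0, 15.4 and 23.5, one-sided exact permutation p 0.00794 for each). Libraries of 6 hrs and 18 hrs lie 24.2 apart, with 23.5 and 23.4 within these groups, and the pseudo-F of 1.28 has an exact permutation p of 0.0238. With 1 minus Spearman's rho in place of the Euclidean distance, the exact permutation p of that pair is 0.159. The adjusted exact permutation p is 0.0571 without 6 hr unnumbered replicate a, 6 hr replicate 3 or 6 hr replicate 5, 0.0857 without 6 hr replicate 4 and 0.161 without 18 hr replicate 5. Principal components 1 and 2 hold 43.0% and 28.7% of the variance. edgeR calls 22 mRNAs DE between 18 hrs and 6 hrs (5 higher and 17 lower at 18 hrs), with 1511 at an unadjusted p under 0.05, and DESeq2 calls 36. The higher ones are Bysl, Dennd4c (overlapping Rps6), Gm55643, Sdc3 (overlapping Gm26716) and Slc26a10. The smallest adjusted p is that of Sphk2 (overlapping Rpl18, -2.35, edgeR adjusted p 1.4e-43). All were named here after their values were seen, and the change of an overlapping gene may be that of the other gene. The count is 4 without 6 hr unnumbered replicate a, 5 without 18 hr replicate 2, 8 without 6 hr replicate 5, 9 without 18 hr replicate 5 and 10 without 6 hr replicate 3.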

The mRNA profiles at 6 hrs closely resembled those at 18 hrs, with both clustering together (Figure 5a). In contrast, the expression profile of macrophages at day 5 post-infection differed significantly from the earlier time points (Figures 5 and 6). 

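Day 5 libraries lie 41.9 from the 6 hr libraries (pseudo-F 11.8) and 43.4 from the 18 hr libraries (pseudo-F 11.6), with a one-sided exact permutation p of 0.00794 for both. By edgeR 2303 mRNAs differ between 5 days and 6 hrs (1214 higher and 1089 lower at 5 days) and 2900 between 5 days and 18 hrs (1625 and 1275). Among these are 65 mRNAs called in opposite directions against uninfected mice at 6 hrs and 5 days, and 114 at 18 hrs and 5 days. The log2 fold changes correlate with r = 0.690 between 6 hrs and 18 hrs, 0.604 between 6 hrs and 5 days and 0.544 between 18 hrs and 5 days, where simulated data without a change gave a mean r of 0.462, 0.503 and 0.471.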

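By edgeR 2444 of 16905 mRNAs are DE at 6 hrs (1204 upregulated and 1240 downregulated), 2695 at 18 hrs (1276 and 1419) and 3833 at 5 days (1969 and 1864). At an unadjusted p under 0.05 the counts are 4337, 4788 and 5582. DESeq2 calls 2314 (1047 and 1267), 2656 (1183 and 1473) and 3590 (1820 and 1770), of which 2125, 2448 and 3377 are shared with edgeR. The threshold of 0.01 on the adjusted p moved them most, to 1610 at 6 hrs and 1761 at 18 hrs. Calls at 6 hrs and 18 hrs share 1753 mRNAs, 1752 of them in the same direction, and 1175 are called at all 3 time points. Of the mRNAs named next, Gm47118, Gm15907, Gm11738, Gm16028, Gm45924 and Gm44985 are genes of the lncRNA table, whose reads are counted in both tables. Picked in the same way as the lncRNAs, the largest changes at 6 hrs are Gm47118 (log2 fold change 4.02, edgeR adjusted p 3.2e-10, overlapping Edn1), Synpo2l (3.72, overlapping Gm62773) and Gm15907 (3.33) among the rises, and Dnase1l3 (-4.90, edgeR adjusted p 3.1e-33), Zswim3 (-4.89, overlapping Gm75078) and Gm11738 (-4.27, overlapping Dnah17) among the falls. At 18 hrs Gm16028 (3.26, overlapping Sp140l2, edgeR adjusted p 4.7e-04), Usp21 (3.18, overlapping Gm57119) and Psme1 (3.11, overlapping Emc9) rise. Falls at 18 hrs are led by Gm45924 (3 against 297 counts, 93.9-fold, 95% interval 31.8 to 458), Hacd3 (2 against 197 counts, 93.4-fold, 25.5 to 776, overlapping Ints14) and Colgalt2 (2 against 169 counts, 80.1-fold, 21.8 to 667). At 5 days Epha10 (4.67, overlapping Gm70061), Gm44985 (4.42, overlapping Plk1) and Cdc23 (4.39, overlapping Kif20a, edgeR adjusted p 6.3e-36) rise and Gipc3 (-5.08), Tmem109 (-4.35, overlapping Gm59296) and Kansl3 (-4.22) fall.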

In total, there were 1753 differentially expressed mRNAs at 6 hrs (788 upregulated and 965 downregulated), 2062 at 18 hrs (911 upregulated and 1151 downregulated) and 2611 at 5 days (1330 upregulated and 1281 downregulated).

**Figure 5.**
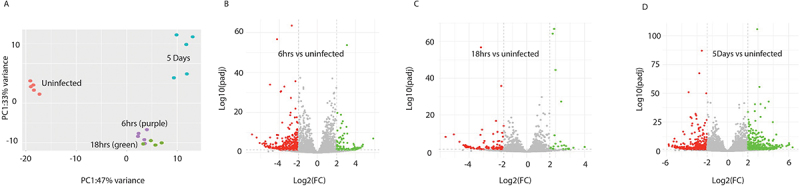
Differentially expressed murine mRNAs in the peritoneal macrophages of mice infected with *F. hepatica*. (A) Principal component analysis (PCA) plot of the total murine mRNA expression across all analysed samples; uninfected (purple) 6 hr (blue), 18 hr (red) and 5 days (green) post infection. (B-D) volcano plots of differentially expressed murine mRNAs at (B) 6 hr, (C) 18 hr and (D) 5 days post infection as compared to mRNA expression in the macrophages of uninfected mice using DESeq2. Grey points indicate those lncRNAs that do not meet the threshold of significance of < 0.05 adjusted *p* value and < ±2log2 fold change (FC). mRNAs denoted green and red indicate those that are upregulated and downregulated respectively.

**Figure 6.**
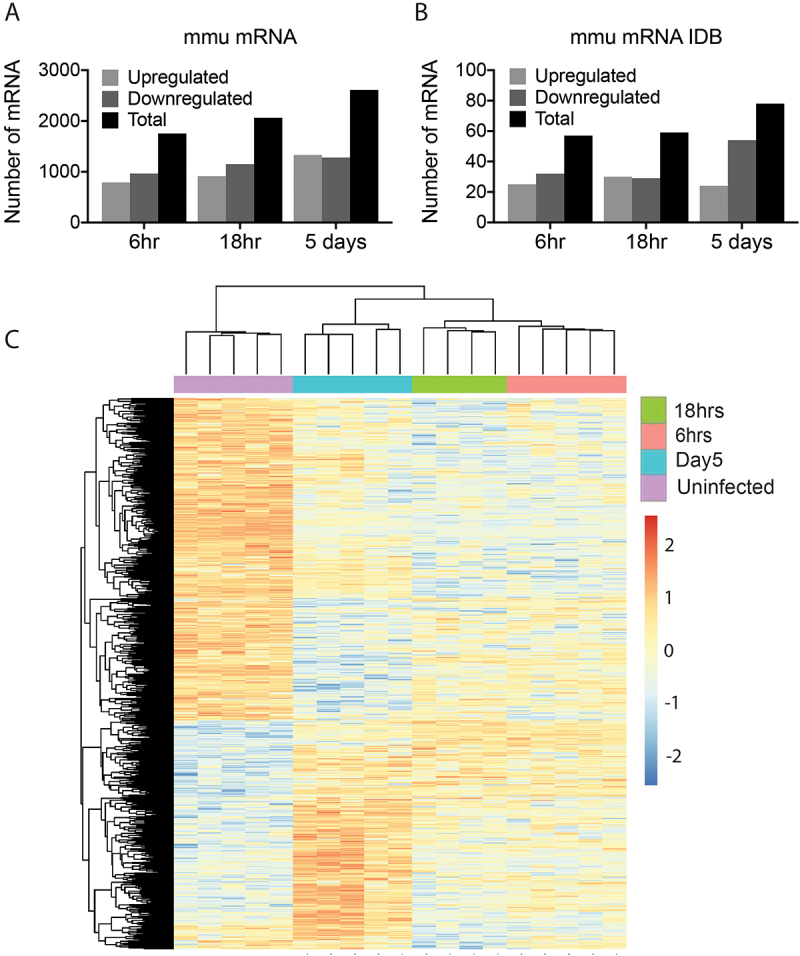
Comparison of murine mRNAs profiles in the peritoneal macrophages of mice show the greatest differential expression at 5 days after infection with *fasciola hepatica*. (A) The total number of differentially expressed mRNAs with a < 0.05 adjusted *p* value in macrophages at each timepoint after infection as compared to uninfected animals. (B) The total number mRNAs in murine macrophages of infected mice that were differentially expressed as compared to uninfected mice by < ±2log2 fold change (4-Fold change) and with a < 0.05 adjusted *p* value. (C) A constructed heatmap displaying the differentially expressed murine mRNAs between macrophages harvested from uninfected mice (purple) and macrophages at 6 hours (pink), 18 hours (green) and 5 days (blue) post infection with *F. hepatica*. This heatmap represents all mRNAs with fold change greater than or equal to 4-fold for at least one timepoint vs uninfected. mRNAs shown in red are upregulated, whilst blue are downregulated.

To determine the impact of the observed transcriptional changes on the cellular pathways that are characteristic of macrophage inflammatory responses, the differentially expressed mRNAs were filtered for their association with innate immunity using InnateDB.com. This identified a comparable number of DE genes at the early time points, with 57 genes at 6hrs (25 upregulated, 32 downregulated) and 59 at 18hrs (30 upregulated and 29 downregulated) post-infection (Supplementary Table S5.2). 

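All innate immune genes that the paper lists as DE were tested, 57 for 6 hrs, 59 for 18 hrs and 78 for 5 days. edgeR calls 52 of the 57 at 6 hrs (24 upregulated and 28 downregulated), 51 of the 59 at 18 hrs (28 and 23) and 76 of the 78 at 5 days (23 and 53), and every listed gene changes in the direction listed. Over the 117 genes listed for any time point, edgeR calls 55, 52 and 79, and with the adjustment made over these 117 alone 65, 65 and 90. The median log2 fold change of the 117 is -0.08 at 6 hrs, -0.13 at 18 hrs and -0.60 at 5 days. Downregulated genes make up 53.8%, 45.1% and 69.7% of the calls in the list, and 50.7%, 52.7% and 48.6% of all mRNA calls. A list picked for being DE at a time point is bound to be called more often there, and 41, 43 and 49 of its genes overlap another gene on the opposite strand.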

The number of these DE innate immune genes increased in macrophages at 5 days post-infection to 78, with a disproportionate shift to genes that were downregulated (24 upregulated, 54 downregulated).

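By edgeR 1491 mRNAs pass the 2-fold cut-off at 6 hrs (595 upregulated and 896 downregulated), 1776 at 18 hrs (672 and 1104) and 2605 at 5 days (1294 and 1311), and 626, 705 and 1163 pass a 4-fold cut-off. Gene ontology terms were not tested, and 13 short lists of marker genes of peritoneal cells and of macrophage states were tested in their place, with 49 of 85 listed genes tested and fewer than 4 tested genes in 6 lists. With camera 0 lists pass an adjusted p of 0.05 at 6 hrs, 18 hrs and 5 days on the edgeR fit, and 0, 1 and 1 pass unadjusted. With fry, which asks about each list by itself, 4 lists pass at 6 hrs, 2 at 18 hrs and 6 at 5 days on the edgeR fit. These are the eosinophil list (Epx alone) up and the proliferation list (Mki67 and Ccna2, of which only Mki67 is called) down at 6 hrs and 18 hrs. At 6 hrs T cell genes are also up (of which only Cd3d is called) and M1-like genes down (of which only Nos2 is called). At 5 days the eosinophil list is up (Epx, not called by edgeR, adjusted p 0.0704), with mast cell, B cell, M1-like, proliferation and immediate early genes down. Of the proliferation list only Mki67 is called there (-1.43), while Ccna2 is 1.06 (edgeR adjusted p 0.394). Of the M1-like list Nos2 and Il12a are called down and Cd86 is called up (2.88). The median log2 fold change of the 6 tested M1-like genes is -0.52 at 6 hrs, -0.79 at 18 hrs and -0.63 at 5 days, that of the 3 M2-like genes -1.45, -0.31 and -0.17 and that of the 7 large peritoneal macrophage genes -0.01, 0.31 and -0.07.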

To characterize the functional impact of this differential expression in mRNAs, a 2-fold change cut-off was first applied to identify the most dysregulated genes, and their cellular functions were then characterized by gene ontology analysis (Figure 7a-c; Supplementary Tables S5.3, S5.4). This analysis revealed that macrophages isolated at 6 hrs after infection had the lowest number of altered biological processes compared to later time points, a not so surprising observation given that these macrophages also displayed the lowest number of DE host ncRNAs compared to macrophages from uninfected mice, and a relatively low number of *Fasciola*-derived miRNAs.

**Figure 7.**
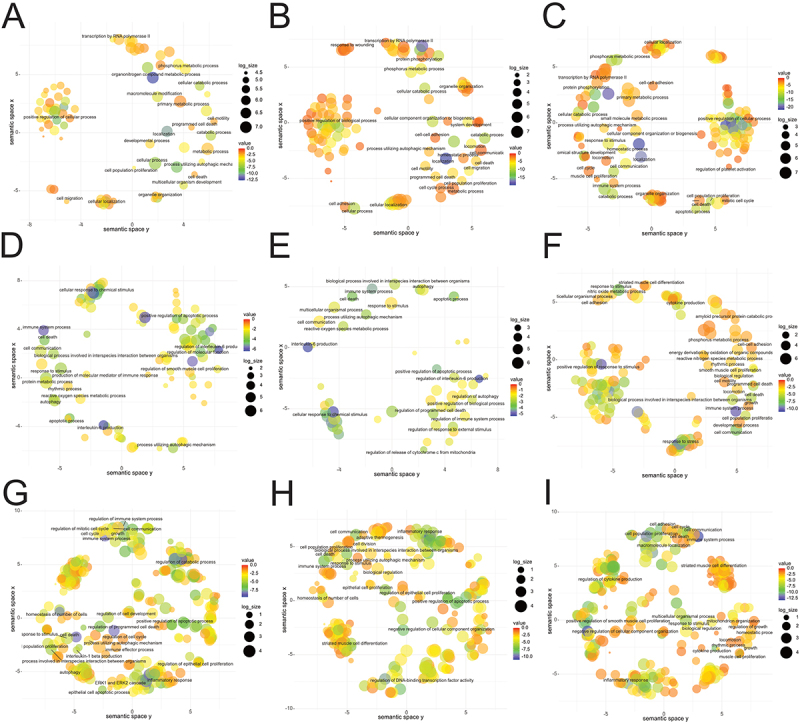
Host and parasite derived ncRNAs regulate the immune pathways of macrophages. Semantic similarity charts on gene ontology enrichment for biological processes associated with differentially expressed genes in the peritoneal macrophages of mice infected with *fasciola hepatica*. (A-C) differentially expressed mRNAs with a < 0.05 p-adjusted value and 2-fold cut-off biological processes at A) 6 hr, B) 18 hr and C) 5 days of infection. (D-F) biological processes of the macrophage genes that are differentially expressed and targeted by host ncRNA (miRNA and lncRNA) at D) 6 hr, E) 18 hr and F) 5 days, filtered for genes listed in IDB. (g-I) biological processes of host macrophage genes that targeted by *fasciola hepatica* miRnas, at G) 6 hr, H) 18 hr and I) 5 days, and filtered for genes listed in IDB. Enrichment analysis was performed using hypergeometric tests and GO terms with < 0.05 adjusted *p* value selected. Charts were constructed using SimRel for represent the semantic similarity measure, where nodes are colour coded based on *p* value and node size represents GO presence.

While there is an increase in the gene expression associated with the number of GO biological process pathways at 18 hrs and 5 days post-infection, macrophages at day 5 had the most uniquely enriched GO terms associated with genes that were reduced in expression by >Log2FC, correlating with the increased occurrence of both parasite and host-derived miRNAs in macrophages at these time points. At day 5, many of the cellular pathways associated with downregulated gene expression were associated with immune regulation (including ‘regulation of apoptotic signalling’; ‘MAPK cascade’; ‘regulation of immune system processes’; ‘inflammatory response’; ‘cellular response to transforming growth factor beta stimulus’; ‘leucocyte homoeostasis’; ‘defence response’).

### Host and parasite ncRNAs modulate gene expression in peritoneal macrophages to suppress pro-inflammatory responses

To determine the roles of host and parasite ncRNAs in regulating the macrophage transcriptome, target prediction analysis was performed for each of the *F. hepatica* and host DE ncRNAs (Log2FC2 cut-off) (Supplementary Tables S6.1-S6.3). Identified genes were filtered for those mRNAs that were differentially expressed in the macrophage transcriptome and present in InnateDB.com. Analysis of the gene ontology of the targeted parasite genes (Figure 7d-I; Supplementary Tables S7.1–7.3) revealed a similar number of gene targets in each pathway across all three timepoints. In contrast, for the host ncRNAs, the number of genes associated with any given cellular pathway was comparatively increased at day 5. Of note, a number of parasite and host ncRNAs were predicted to have common gene targets: Traf6, Nlrc3, Yy1, Nod1, Igf1, Hif1α, Adam17, Jam3 and Gata6. 

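Of these genes, Yy1 (chromosome 12, 108758842 to 108786074) has a log2 fold change of -0.08 at 6 hrs (edgeR adjusted p 0.809), 0.26 at 18 hrs (0.312) and -0.51 at 5 days (0.00973), from 41.5 ± 6.80 (SD, n = 5) CPM in uninfected mice to 29.3 ± 5.82 (n = 5) at 5 days. Without uninfected replicate 4 the edgeR adjusted p of Yy1 at 5 days is 0.0522. Adam17 (chromosome 12, 21373510 to 21423672, overlapping Iah1) is 0.12 at 6 hrs (edgeR adjusted p 0.820), 0.06 at 18 hrs (0.912) and 0.55 at 5 days (0.0697), with 35 to 96 counts in the uninfected and day 5 libraries. At 5 days Adam17 is called by DESeq2 (adjusted p 0.0351), after the filterByExpr filter (0.0401), with the lncRNA genes left out (0.0392, chosen after the data were seen), and without uninfected replicate 1 (0.0351) or 5 (0.0494), and its direction at 18 hrs reverses without uninfected replicate 3 (-0.03) or 4 (-0.02) or 18 hr replicate 3 (-0.05). Gata6 (chromosome 18, 11051565 to 11086995) rises by 1.45 at 6 hrs (edgeR adjusted p 1.3e-04), 1.51 at 18 hrs (1.1e-04) and 1.03 at 5 days (0.00986), with 568 counts over the 20 libraries against 1785 for Gata6os on the opposite strand. Ppp1ca (chromosome 19, 4242064 to 4245424, overlapping Rad9a) rises by 0.61 (edgeR adjusted p 0.00399), 0.58 (0.0107) and 0.48 (0.0271). The call of Ppp1ca is lost at 18 hrs without 18 hr replicate 5 (edgeR adjusted p 0.0563) and at 5 days without uninfected replicate 3 (0.0729), 4 (0.0915) or 5 (0.0587) or day 5 replicate 1 (0.169) or 2 (0.0732).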

For the parasite-derived miRNAs, several of these genes (Nlrc3, Igf1, Hif1α, Gata6,) along with Pp1ca, Nod1, P2rx7, Vegfa, Nlrp6 and Plec were predicted to be targeted in macrophages at all three time-points. These genes are associated with pathways that control inflammation, such as ‘cell surface receptor signalling’, ‘MAPK cascade’, ‘canonical NF-kappaB signal transduction’, ‘cytokine production’, and ‘inflammatory response’, indicating that the fluke miRNAs specifically regulate host gene expression to dampen the innate immune response.

The data also suggests that host macrophages can detect the presence of the parasite at 6 hrs post infection as the GO terms assigned to the genes targeted by the host ncRNAs upregulated at this timepoint are associated with pathways such as ‘response to stress’; ‘response to bacterial lipopolysaccharide’; ‘response to lipid’; and ‘response to organic substance’. At the same time, downregulated genes are also predominantly associated with the inflammatory immune response (IL-6, IL-1, TNF production; ‘regulation of cytokine production’ and ‘innate immune response’), suggesting that classic pro-inflammatory responses is being regulated by host ncRNA. As the *F. hepatica* infection progresses, this suppression of innate immune pathways remains, although by day 5 post-infection, there is a notable upregulation of genes associated with a T cell response (‘T cell migration’; ‘T cell chemotaxis’; ‘activated T cell proliferation’) which coincides with the emergence of host T cell responses to the parasite as it enters the liver parenchyma [41,42]. There is also an increase in the number of cell death-related pathways activated, possibly resulting from the response of the peritoneal macrophages to the tissue damage caused as the parasite penetrates the liver capsule.

To better understand how ncRNAs drive the regulation of these biological processes and to gain a view of the molecular networks underpinning the activation of macrophages during *F. hepatica* infection, the parasitic and host ncRNA-mRNA innate immune interactions for each timepoint were mapped in Cytoscape (Figure 8). Reflective of the RNA-sequencing data analysis, there was an increasing number of interactions as infection developed, with the largest network observed at day 5 post-infection. What was immediately clear from these interactomes is that the host ncRNA largely operates independently of the parasite ncRNA, with both targeting a separate set of genes over the course of infection.

**Figure 8.**
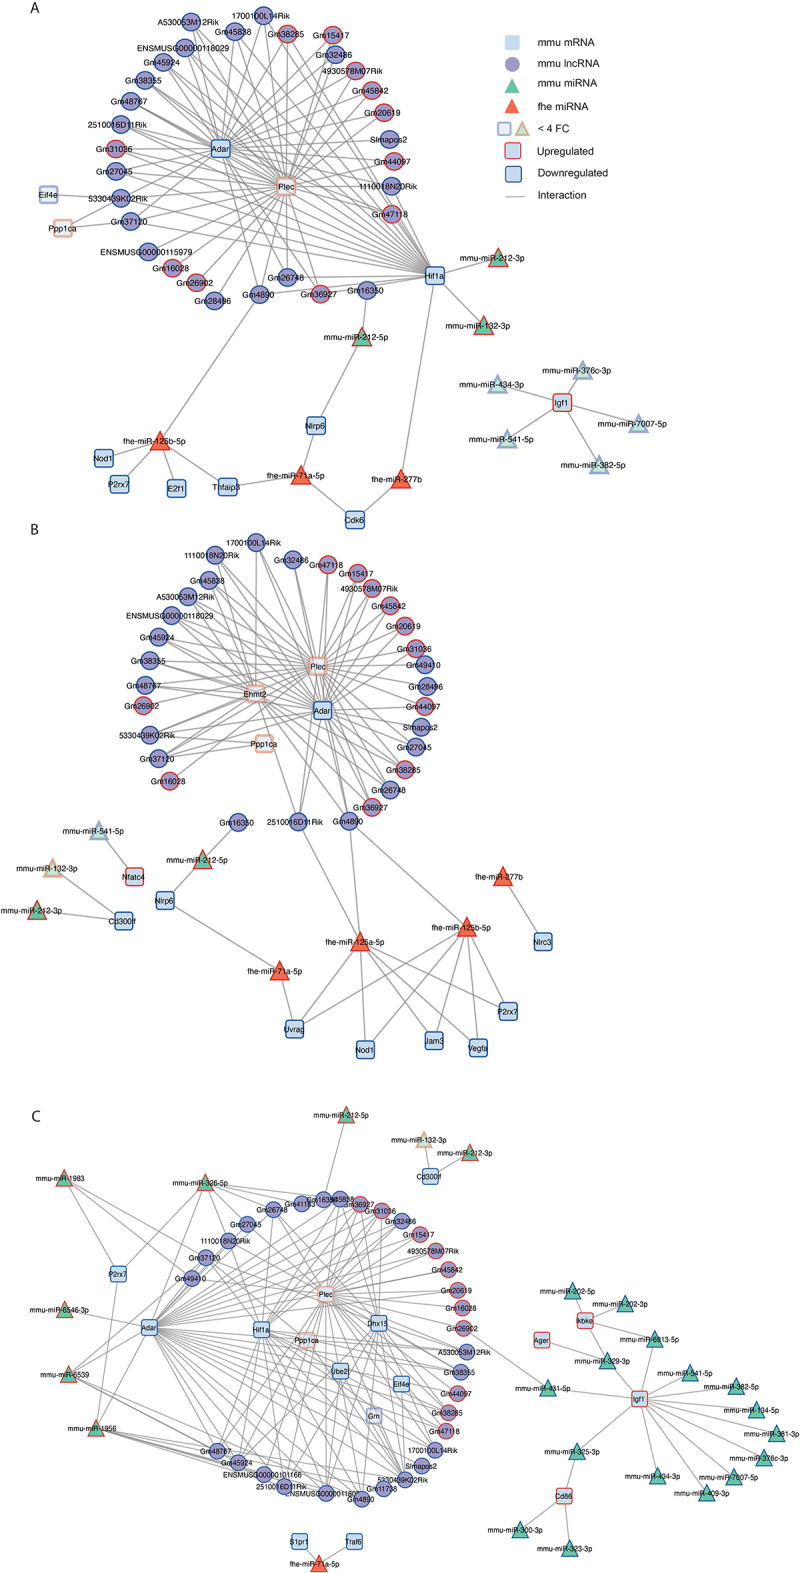
The *fasciola hepatica* vs mouse non-coding RNA interactome in peritoneal macrophages over the course of infection. This interactome represents the *F. hepatica* miRNAs (orange triangle), and differentially expressed murine miRNAs (green triangles) and murine lncRNAs (purple circle). A ± 2Log2FC cut off was applied to murine miRNAs and lncRnas. Target prediction analysis for the selected fhe-miRnas, mmu-miRNAs and lncRNAs was conducted and predicted targets were filtered for those shown to be involved in innate immunity (InnateDB.com). Blue and red borders surrounding nodes indicate downregulated or upregulated expression respectively in cells from infected mice vs uninfected animals. Transparent nodes indicate those with <±4fold differential expression. (A) 6 hrs post-infection; (B) 18 hrs post-infection; (C) 5 days post-infection.

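Plec (chromosome 15, 76055174 to 76116774, overlapping Gm62212) rises by a log2 fold change of 0.55 at 6 hrs (edgeR adjusted p 0.00630), 0.66 at 18 hrs (9.7e-04) and 0.68 at 5 days (1.9e-04), from 29.4 ± 6.74 (SD, n = 5) CPM in uninfected mice to 47.3 ± 8.40 (n = 5) at 5 days. At 6 hrs it is not called without uninfected replicate 5 (edgeR adjusted p 0.0566). Adar (chromosome 3, 89622329 to 89660753, overlapping Chrnb2) falls by 2.14 at 6 hrs (edgeR adjusted p 0.00694), 2.26 at 18 hrs (0.00931) and 2.58 at 5 days (7.4e-04), from 11 to 25 counts per uninfected library to 1 to 6 at 6 hrs. Hif1a (chromosome 12, 73948149 to 73996321, overlapping Gm15283) is -2.26 at 6 hrs (edgeR adjusted p 0.00404), -1.21 at 18 hrs (0.178) and -2.05 at 5 days (0.00628). The 6 hr call of Hif1a is lost with the replicate number as a block (-1.48, edgeR adjusted p 0.259). Its CPM are 3.74 ± 2.06 (SD, n = 5) in uninfected mice, 0.742 ± 0.553 (n = 5) at 6 hrs, 1.60 ± 0.692 (n = 4) at 18 hrs and 0.886 ± 0.582 (n = 5) at 5 days, on 4 to 22 counts per uninfected library and 1 to 7 at 6 hrs.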

Remarkably, the entire assembly of host lncRNAs predominantly target three mRNAs over the first 5 days of infection: Plec (upregulated), Adar1 and Hif1α (both downregulated). 

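Among mRNAs with a 3' untranslated region, the 2536 with a seed site of fhe-miR-277b have a median log2 fold change 0.02 above the 8507 others at 6 hrs, 0.01 below them at 18 hrs and 0.02 below at 5 days, with mRNAs compared within classes of length (two-sided permutation p 0.367, 0.807 and 0.449, 100000 resamples).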

Hif1α is also targeted by the parasite-derived miRNAs fhe-miR-277b at 6 hrs post-infection. In addition, Nlrp6 is targeted by both mouse (miR-212-5p) and *Fasciola* (miR-71a) miRNAs at both 6 and 18 hrs post-infection. 

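Nlrp6 (chromosome 7, 140500815 to 140509105) has 62 counts over the 5 uninfected libraries (8 to 24 each) and 2 over those of 6 hrs, a fall of 33.2-fold (95% interval 8.82 to 280, edgeR adjusted p 4.9e-07). At 18 hrs its log2 fold change is -3.45 (edgeR adjusted p 1.2e-04, 0 to 3 counts per library) and at 5 days 0.52 (0.515, 4 to 39 counts per library). In CPM this is 3.05 ± 1.42 (SD, n = 5) in uninfected mice, 0.0914 ± 0.204 (n = 5) at 6 hrs, 0.249 ± 0.343 (n = 4) at 18 hrs and 4.34 ± 2.83 (n = 5) at 5 days. Over all mRNAs, 1 seed taken for mmu-miR-132 and mmu-miR-212 together was tested, and sites of mmu-miR-212-5p by itself were not. The 1728 mRNAs with a site of this joint seed differ from the others by a median log2 fold change of -0.01 at 6 hrs and 18 hrs (two-sided permutation p 0.849 and 0.692). For the 1828 with a seed site of fhe-miR-71a the difference is 0.01 at 6 hrs, -0.04 at 18 hrs and 0.04 at 5 days (two-sided permutation p 0.766, 0.252 and 0.197).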

While the expression of P2×r7is decreased by *Fasciola* miRNAs at the early time points, regulation of this gene is continued by mouse derived miRNAs at day 5 post-infection. 

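P2rx7 (chromosome 5, 122781942 to 122830400, overlapping Gm71659) falls by a log2 fold change of 2.81 at 6 hrs (edgeR adjusted p 1.9e-22), 2.27 at 18 hrs (9.5e-14) and 3.48 at 5 days (4.0e-31). Its CPM go from 28.3 ± 5.74 (SD, n = 5) in uninfected mice to 4.02 ± 1.45 (n = 5), 5.87 ± 1.94 (n = 4) and 2.51 ± 1.63 (n = 5), and its counts per library from 77 to 143 to 10 to 24, 12 to 31 and 3 to 19. Between 5 days and 18 hrs the difference is -1.22, which edgeR calls DE.

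**Figure D3:**
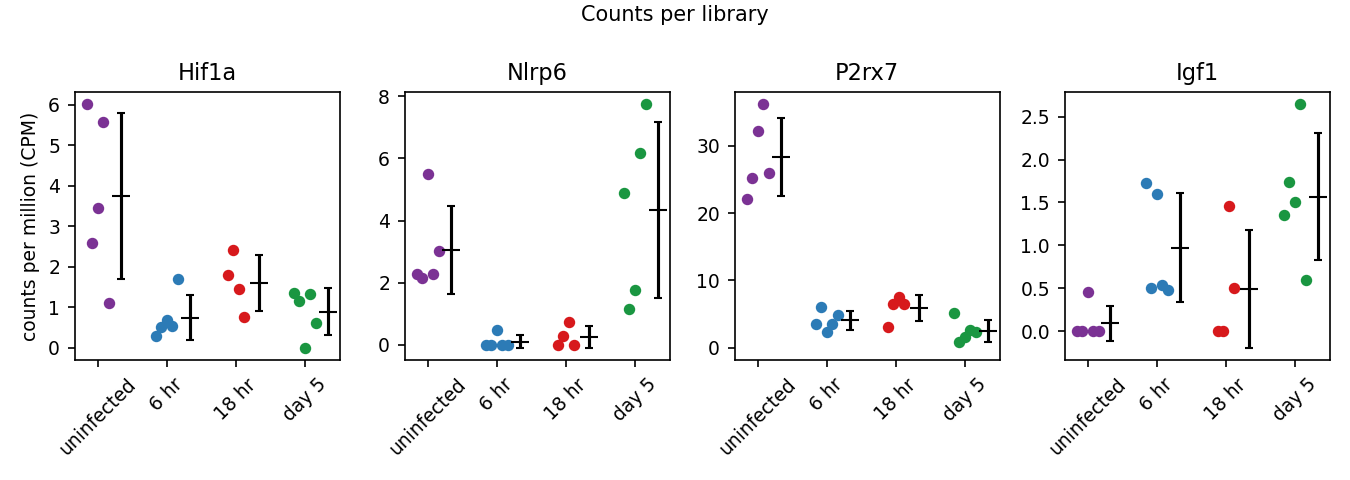
CPM of Hif1a, Nlrp6, P2rx7 and Igf1 in each library of uninfected mice (n = 5) and of mice at 6 hrs (n = 5), 18 hrs (n = 4) and 5 days (n = 5) post-infection. Each dot is 1 library, with mean ± SD of the group beside the dots.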

The remaining host miRNAs principally regulate the expression of Igf1 (increased in expression), which was most evident at 5 days post-infection and notably these miRNAs were primarily from the miRNA cluster on chromosome 12. 

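Igf1 (chromosome 10, 87693642 to 87772904) has 2 counts over the 5 uninfected libraries, 19 at 6 hrs, 8 at 18 hrs and 32 at 5 days. Its rise is 8.86-fold at 6 hrs (95% interval 2.14 to 78.5), 4.22-fold at 18 hrs (0.842 to 40.8) and 13.4-fold at 5 days (3.42 to 116), with edgeR adjusted p 0.0435, 0.249 and 0.00413. CPM at 5 days are 1.57 ± 0.739 (SD, n = 5) against 0.0919 ± 0.205 (n = 5) in uninfected mice. The call at 6 hrs is lost without uninfected replicate 1 (edgeR adjusted p 0.0859), 2 (0.104), 4 (0.0913) or 5 (0.0949) and without 6 hr unnumbered replicate a (0.103) or 6 hr replicate 3 (0.105). It is also lost with no filter (edgeR adjusted p 0.0600), with only the 2 groups compared (0.0786) and with the replicate number as a block (0.224).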

The genes specifically downregulated over the course of infection by *Fasciola* miRNAs included Nod1, E2f1, Tnfaip3 and Cdk6 at 6 hrs, and Jam3, Vegfa, Nod1, Uvrag and Nlrc3 at 18 hrs. 

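Nod1 (chromosome 6, 54900927 to 54949647) falls by a log2 fold change of 2.39 at 6 hrs (edgeR adjusted p 6.9e-05), 2.61 at 18 hrs (8.8e-05) and 1.42 at 5 days (0.0158), from 16 to 36 counts per uninfected library to 0 to 10 at 6 hrs. Its day 5 call is lost without uninfected replicate 3 (edgeR adjusted p 0.0676) or day 5 replicate 3 (0.0519) or 4 (0.0656). E2f1 (chromosome 2, 154401326 to 154411812) is -1.66 at 6 hrs (edgeR adjusted p 0.0710), called by DESeq2 (0.0367), after filterByExpr (0.0427) and without uninfected replicate 1 (0.0484) or 6 hr replicate 5 (0.0400). Tnfaip3 (overlapping Gm67161) is -1.34 at 6 hrs (edgeR adjusted p 0.0362), a call lost with no filter (0.0530), with the replicate number as a block (0.0686), without uninfected replicate 3 (0.160) or 4 (0.0668), 6 hr unnumbered replicate b (0.125) or 6 hr replicate 3 (0.0975), 4 (0.0571) or 5 (0.0532). Cdk6 (overlapping Gm17590) is -0.98 at 6 hrs (edgeR adjusted p 0.0266), and its call is lost with the replicate number as a block (0.472) and without uninfected replicate 2 (0.162), 6 hr unnumbered replicate a (0.0900) or b (0.0927) or 6 hr replicate 3 (0.0512). At 18 hrs Jam3 (overlapping Gm48796) is -1.83 (edgeR adjusted p 7.1e-04) and at 5 days 1.25 (0.00170), in the opposite direction. Vegfa (overlapping Gm65021) is -0.78 at 6 hrs (edgeR adjusted p 0.0512), -1.09 at 18 hrs (0.00730) and -1.53 at 5 days (1.2e-05), with the 18 hr call lost without 18 hr replicate 1 (0.0658) or 2 (0.0547). At 6 hrs Vegfa is called by DESeq2 (adjusted p 0.0289), with RLE size factors (0.0331), after filterByExpr (0.0276), with only the 2 groups compared (0.0209), with the highest gene left out (0.0470), and without uninfected replicate 2 (0.0494) or 4 (0.0258) or 6 hr replicate 4 (0.0493). Uvrag (overlapping Gm45187) is -1.57 at 18 hrs (edgeR adjusted p 0.106, 3 to 4 counts per library against 6 to 13), and is called by DESeq2 (0.0326) and after filterByExpr (0.0450). Nlrc3 (overlapping Cluap1) is -0.93 at 6 hrs (edgeR adjusted p 9.6e-04), -0.97 at 18 hrs (0.00136) and -0.60 at 5 days (0.0395). The day 5 call of Nlrc3 is lost with no filter (edgeR adjusted p 0.0561), with the lncRNA genes left out (0.0728), and without uninfected replicate 3 (0.154) or 5 (0.115) or day 5 replicate 1 (0.0949), 2 (0.0822), 4 (0.0563) or 5 (0.0671). S1pr1 (chromosome 3, 115504071 to 115508721, overlapping Gm9889) is 0.05 at 6 hrs (edgeR adjusted p 0.924), 0.17 at 18 hrs (0.663) and -1.11 at 5 days (4.1e-06).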

Only one *F. hepatica* miRNA was observed on day 5, fhe-miR-71, which is predicted to target Traf6 and S1pr1.

## Discussion

This thorough examination of the ncRNA:mRNA interactions within peritoneal macrophages has provided the first characterization of the molecular interplay between the host and parasite during acute infection with *F. hepatica*. Our studies suggest that both host and parasite cooperate to regulate the expression of pro-inflammatory genes, which consequently reduces the activation of a cytotoxic anti-microbial innate immune response. As a result, the parasite is tolerated by the host and can migrate from the intestine to the liver unchallenged, while repair mechanisms are quickly generated to minimize damage caused by the parasite’s movement through tissue.

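Changes of 2-fold or more are called by edgeR for 10 of 848 miRNAs and 303 of 3605 lncRNAs at 6 hrs, for 15 and 317 at 18 hrs and for 76 and 616 at 5 days.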

The observation that host ncRNA expression in macrophages was relatively unchanged between infected and uninfected mice at 6 hrs and 18 hrs supports a scenario in which immediately after infection, it is the parasite, rather than the host, that is predominantly suppressing the activation of innate immune cells. As a result, the induction of the host’s classic innate protective anti-microbial inflammatory response is prevented/suppressed, allowing the NEJs to migrate to the liver unchallenged. This possibility was supported by our observation that none of the biological processes of macrophages during the first 18 hrs of infection were explicitly linked to immune function, instead reflecting changes in cell process and metabolism. In addition, parasite-derived ncRNAs were most abundant at these time points, coinciding with the migration of parasites through the peritoneal cavity.

Importantly, the miRNAs detected within the host macrophages in this study have all been found within the secreted EVs of *F. hepatica*, suggesting an active selection of specific miRNAs with the capacity to regulate host gene expression [33,43–45]. Furthermore, the most abundant of the parasite-derived miRNAs in macrophages, miR-125b, is conserved across mammalian species, with fhe-miR-125b being closely related to the human miR-125b, suggesting similar functionality. Indeed, it has been shown that miR-125b from *F. hepatica* and *S. mansoni* is loaded onto mammalian Ago2 within macrophages, supporting a capacity to utilize the mammalian miRNA machinery to regulate the expression of host genes [29,33]. 

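By reads, fhe-miR-125a-5p stands above fhe-miR-125b-5p at 18 hrs, and both occur beside mouse miR-125 reads numbering 55494 to 82479 per library at that time point. The parasite share of all miR-125a and miR-125b reads at 18 hrs is 0.0117% (95% interval 0.00506% to 0.0231%), 0.0165% (0.00823% to 0.0295%), 0.0126% (0.00507% to 0.0260%) and 0.00485% (0.00132% to 0.0124%) in replicates 1, 2, 3 and 5. In replicate 4 it is 0.635% (0.582% to 0.692%). At 6 hrs 1 parasite miR-125 read was counted, in replicate 3, and 0 in uninfected mice and at 5 days. Reads were aligned to mouse miRNAs first, so any parasite miR-125 read that also matches mouse miR-125 is counted as mouse. The shares may therefore be too low, and their intervals do not cover this.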

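Ago2 itself (overlapping Chrac1) is not called at any time point, with a log2 fold change of 0.48 at 6 hrs (edgeR adjusted p 0.468), 0.02 at 18 hrs (0.983) and 0.03 at 5 days (0.978). At 18 hrs its direction reverses with DESeq2 (-0.01) and RLE size factors (-0.01), and at both later time points without any of several single libraries, among them uninfected replicate 5 (-0.06 at 18 hrs and at 5 days).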

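Traf6 (chromosome 2, 101508519 to 101533545) has a log2 fold change of -2.56 at 6 hrs (edgeR adjusted p 0.0562), -1.71 at 18 hrs (0.240) and -2.94 at 5 days (0.0188), on 4 to 10 counts per uninfected library and 0 to 1 per library at 5 days. The day 5 call is lost without day 5 replicate 4 (edgeR adjusted p 0.0607). At 6 hrs Traf6 is called with only the 2 groups compared (edgeR adjusted p 0.0289) and without 6 hr unnumbered replicate a (0.00887), and at 18 hrs without 18 hr replicate 5 (0.00819). The 2306 mRNAs with a seed site of fhe-miR-125 have a median log2 fold change above that of the others by 0.03 at 6 hrs, 0.08 at 18 hrs and 0.06 at 5 days (two-sided permutation p 0.324, 0.00631 and 0.0371, and 0.733, 0.0757 and 0.223 after adjustment over all seeds and time points). After the filterByExpr filter the adjusted permutation p at 18 hrs is 0.0359, with the same direction. Mouse miR-125 holds nearly all miR-125 reads. Where it shares these sites, the shift cannot be assigned to the parasite miRNA.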

Corroborating this biological activity, we have predicted that both fhe-miR-125b and human miR-125b target Traf-6, a transcription factor known to regulate pro-inflammatory responses, an effect which was functionally demonstrated in murine macrophages transfected with synthetic fhe-miR-125b [33].

In contrast to the early stages of infection, at day 5 a much larger difference in host miRNA was evident, suggesting an enhanced host response compared to the earlier time points. It is most likely that the penetration of the liver by the parasites at this timepoint releases signals of tissue damage that activate the peritoneal macrophages to induce reparative mechanisms essential to the health and survival of both the host and parasite. Remarkably, most of the downregulated host miRNAs at this time point were clustered on a single chromosome (12), suggesting they share a common activating signal and co-ordinate the regulation of genes that are functionally related. Chromosome 12 contains two large known miRNA clusters containing a total of 53 miRNAs [46,47]. The chr12 miRNA cluster (Chr14 in *H. sapiens*) is conserved across eutherian mammals and is embedded within the imprinted Dlk1-Dio3 domain restricted to its maternal allele and usually shows a tissue-specific expression [48]. This cluster is highly expressed in the adult brain; however, little is known about the mechanisms underlying this spatiotemporal expression [48]. To date, chr12 miRNA cluster has not been associated with disease pathways or parasitic infection; however, several of the miRNAs have been shown to regulate/activate macrophage inflammatory responses. For example, the expression of miR-369-3p inhibits the pro-inflammatory response in innate immune cells induced by bacterial endotoxin, illustrated by a significant reduction in the production of pro-inflammatory cytokines, the expression and production of inducible nitric oxide synthetase and the activation of the NLRP3 inflammasome [49]. In contrast, transfection of rodent primary macrophages with miR-379-5p induced the polarization of an M1 phenotype of macrophage, characterized by an increased expression of CD86 [50]. Similarly, the expression of miR-382-5p is significantly upregulated in human and murine LPS/IFN polarized M1 macrophages [51]. In addition, the overexpression of either miR-379-5p or miR-382-5p prevented the polarization of macrophages towards an M2(IL-4) phenotype [50,51]. 

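At 5 days mmu-miR-369-3p has a log2 fold change of -3.07 (edgeR adjusted p 0.00639, 0 to 3 counts per library against 3 to 25), mmu-miR-379-5p -2.77 (1.3e-04, 2 to 12 counts against 31 to 60) and mmu-miR-382-5p -2.48 (9.6e-10, 10 to 18 counts against 67 to 107). CPM fall from 0.870 ± 0.459 to 0.0998 ± 0.1104 for mmu-miR-369-3p, from 3.40 ± 0.875 to 0.477 ± 0.288 for mmu-miR-379-5p and from 6.03 ± 1.06 to 1.07 ± 0.282 for mmu-miR-382-5p (SD, n = 5 and 5). mmu-miR-382-5p is already called at 6 hrs (-1.22, edgeR adjusted p 0.00118) and 18 hrs (-1.38, 7.2e-04). mmu-miR-369-3p is -0.99 at 6 hrs (edgeR adjusted p 0.561) and -1.89 at 18 hrs (0.152), where it is called with no filter (0.0187) and without 18 hr replicate 5 (0.00746). mmu-miR-379-5p is -0.96 at 6 hrs (edgeR adjusted p 0.297) and -0.93 at 18 hrs (0.220), where it is called without 18 hr replicate 2 (0.0401). Of the mRNAs tied to these polarizations, Nos2 (overlapping Gm71838) falls by 2.91 at 6 hrs (edgeR adjusted p 3.2e-05), 2.14 at 18 hrs (0.00473) and 2.32 at 5 days (4.6e-04), from 15 to 29 counts per uninfected library to 1 to 6 at 5 days. Arg1 (overlapping Gm36172) falls by 1.45 at 6 hrs (edgeR adjusted p 7.4e-04) and 1.25 at 18 hrs (0.00812, lost without 18 hr replicate 2, 0.0661) and is -0.17 at 5 days (0.773), where the direction reverses without uninfected replicate 4 (0.00556). Cd86 has 30 against 3 counts at 5 days, 8.38-fold (95% interval 2.61 to 42.9, edgeR adjusted p 0.0404), a call lost with no filter (0.0552), with the replicate number as a block (0.0710) and without uninfected replicate 2 (0.0974), 3 (0.0931) or 4 (0.0893) or day 5 replicate 4 (0.0680) or 5 (0.215). Il4 (overlapping Kif3a) is -1.33 at 6 hrs (edgeR adjusted p 0.106), -2.32 at 18 hrs (0.00662, lost without 18 hr replicate 5, 0.0590) and -1.40 at 5 days (0.0642), where it is called with only the 2 groups compared (0.0376) and without uninfected replicate 2 (0.0360) or day 5 replicate 2 (0.00699).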

The collective reduced expression of these miRNAs in the peritoneal macrophages of *F. hepatica* infected mice at day 5 indicates the presence of a mixed immune response, with the absence of miR-369-3p, expected to support the development of a pro-inflammatory response, and the absence of miR-379-5p and miR-382-5p allowing polarization towards an M2 phenotype. An increased expression of genes associated with tissue damage, tissue necrosis and immune infiltration (including macrophages) has been reported in the liver at this stage of infection with *F. hepatica* [52]. A change in the expression of this combination of host miRNAs may, therefore, reflect the combined outcome of an activation of the innate immune response to damage signals (typically pro-inflammatory M1) and the need to keep this response in check to prevent excessive cytotoxicity and ensure efficient tissue repair (typically mediated by M2 macrophages). Accordingly, this miRNA cluster may be specifically targeted by the host at this time as it has the capacity to fine-tune the immune response to damage (and infection) signals to achieve the necessary repair without significant toxicity.

Building an interactome of both host and parasite miRNAs and their respective gene targets in macrophages over the course of infection with *F. hepatica*, provided a unique insight into the collective influence of both host and parasite miRNAs on the gene regulation and thus functional activity of these cells. The three genes predicted to be reduced in expression by both parasite and host miRNAs (Hif1α, Nlrp6, P2rx7) are all associated with the activation of a pro-inflammatory macrophage phenotype. More specifically, Hif1α regulates macrophage glycolysis and is critically involved in the functional differentiation of anti-microbial, M1-like macrophages, to promote the production of pro-inflammatory cytokines and the activation of nitric oxide production [53–56]. Mediating a similar outcome, Nlrp6 (the most downregulated innate gene at 6hrs post-infection; −30.2 fold) acts as a cytosolic sensor in macrophages and mediates the secretion of pro-inflammatory cytokines IL-18, IL-1β and TNF in response to ligand stimulation [57,58]. 

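Among the 117 listed innate genes, of those that edgeR calls at 6 hrs, Nlrp6 has the lowest log2 fold change, -4.55 (2 against 62 counts, 33.2-fold, 95% interval 8.82 to 280). It is followed, among genes named from their rank after their values were seen, by Bnip3 (1 against 24 counts, 25.7-fold, 95% interval 4.19 to 1058, overlapping Gm45507) and Map3k8 (1 against 21 counts, 22.5-fold, 3.62 to 931). These intervals overlap, so the order of these genes is not fixed. Of the cytokines, Il18 has 0 counts in uninfected mice and at 6 hrs, 9 at 18 hrs (at least 3.16-fold, edgeR adjusted p 0.0408) and 4 at 5 days (at least 1.118-fold, 0.150). The 18 hr call of Il18 is lost with no filter (edgeR adjusted p 0.0647), with the replicate number as a block (0.140) and without uninfected replicate 1 (0.0655), 2 (0.0774), 3 (0.0755), 4 (0.0709) or 5 (0.0732). Il1b (overlapping Il1bos) is -1.05, -1.14 and -0.57 at 6 hrs, 18 hrs and 5 days (edgeR adjusted p 0.581, 0.565 and 0.753), and without uninfected replicate 2 all 3 directions reverse (0.36, 0.27 and 0.85). Tnf is 0.09, 0.02 and 0.41 (edgeR adjusted p 0.947, 0.988 and 0.626), on 2 to 18 counts per library in uninfected mice.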

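By edgeR P2rx7 has the smallest adjusted p of the downregulated innate genes at 6 hrs and 5 days, and at 5 days the second lowest log2 fold change, an 11.2-fold fall, after Cd300lf (-3.86, adjusted p 5.1e-05). At 18 hrs the smallest edgeR adjusted p among them is that of Pycard (1.2e-22, overlapping Gm45205). Nlrp3 is -1.40 at 6 hrs (edgeR adjusted p 0.270), -2.28 at 18 hrs (0.0804) and -0.58 at 5 days (0.654), on 2 to 14 counts per uninfected library, and is called at 18 hrs without 18 hr replicate 5 (0.00384) and with replicate 4 kept (0.0473). Il6 has 5 counts in uninfected mice, 3 at 6 hrs (1.79-fold lower, 95% interval 0.348 to 11.5), 0 at 18 hrs (at least 1.58-fold lower) and 3 at 5 days (1.99-fold lower, 0.387 to 12.8). Il12b, Ifng and Chil3 have too few counts to be tested, while Il12a (overlapping Gm66274, named here after its values were seen) is -0.53, -0.43 and -2.22 at 6 hrs, 18 hrs and 5 days (edgeR adjusted p 0.573, 0.674 and 0.00165).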

Finally, activation of P2rx7 (the most significantly downregulated innate gene at day 5; −11-fold) induces the assembly of the NLRP3 inflammasome, resulting in the activation and secretion of the pro-inflammatory cytokines IL-18 and IL-1β [59,60]. Thus, the reduction in expression of these genes by both host and parasite miRNAs would suggest a coordinated inhibition of pro-inflammatory responses in macrophages during infection with *F. hepatica*. 

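The paper reasons from the known part of Hif1a, Nlrp6 and P2rx7 in pro-inflammatory activation, and from the miRNAs predicted to target them, and proposes that host and parasite inhibit it together. By edgeR all 3 genes are downregulated at 6 hrs, Nlrp6 and P2rx7 at 18 hrs and Hif1a and P2rx7 at 5 days. The call of Hif1a at 6 hrs is lost with the replicate number as a block (edgeR adjusted p 0.259). The predicted targeting was not measured, since counts of a gene do not show which miRNA, if any, changed it.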

From the parasite’s perspective, this collective control of macrophages would reduce the immune-mediated killing of susceptible NEJs as they migrate from the intestine to the liver. Supporting this possibility, it has previously been shown that blocking the P2rx7 pathway in macrophages reduced their ability of macrophages to kill *Trichinella spiralis* larvae [61].

While some anti-microbial mediators secreted by M1-like macrophages are cytotoxic to parasites, others are ineffective against large multicellular helminths. Therefore, it is necessary for the host to minimize/regulate pro-inflammatory response to prevent bystander damage to self-tissue, tolerate the presence of the parasite, and switch to a predominant tissue repair response [62]. With this in mind, it is highly relevant that P2rx7 signalling is also reportedly reduced in macrophages of hosts infected with *S. mansoni* [63] and *Trichuris suis* [64], perhaps indicating a common mechanism of immune modulation during helminth infection. It has also been reported that mice deficient for Nlrp3 and Nlrp6 display a reduced pro-inflammatory immune response and an augmented type 2 immunity in response *T. muris* [65] or *Nippostrongylus brasiliensis* [66].

The impact on the polarization of macrophage phenotypes is evident in the function of genes that are specifically targeted by *F. hepatica* miRNAs. Of these, Nod1 is a cytoplasmic receptor that responds to signals from invading bacteria and cellular stress to activate antimicrobial mechanisms and pro-inflammatory responses in macrophages [67–69]. Similarly, the E2F transcription factor 1 is linked to the regulation of M1/M2 polarization since mice deficient in E2F1 show an enhanced abundance of M2 macrophages [70]. The suppression of expression of these genes by the parasite derived miRNAs would clearly augment the effect of the reduced expression of Hif1α, Nlrp6 and P2rx7 to suppress the development of pro-inflammatory macrophages and promote polarization towards a reparative M2-like phenotype.

Such an immune outcome is further corroborated by the extensive regulation of Igf1 by twelve mouse miRNAs in peritoneal macrophages over the duration of *F. hepatica* infection. Indeed, this gene showed the greatest fold increase in expression post-infection compared to all other innate immunity-related genes. 

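Ranked among the 117 listed innate genes, Igf1 has the highest log2 fold change of the edgeR calls at 5 days, before Muc1 (3.32, adjusted p 0.00205). At 6 hrs and 18 hrs the rank of Nfatc4 is left open, because it has 0 counts in uninfected mice against 11 at 6 hrs (at least 3.42-fold, edgeR adjusted p 0.0328) and 14 at 18 hrs (at least 4.92-fold, edgeR adjusted p 0.00974). Of the other calls Igf1 is highest at 6 hrs and Ager at 18 hrs (2.56, adjusted p 1.5e-11, edgeR).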

The Igf1 hormone is secreted by IL-4 differentiated M2-like macrophages and contributes to the establishment of an anti-inflammatory environment [71]. Furthermore, an increased abundance of Igf1 has been shown to reduce bacterial translocation from the intestine [72] by promoting the proliferation and expansion of intestinal epithelial cells to restore the mucosal barrier.

The immunological effect of the widespread targeting of Adar1 and Plec by all identified host lncRNAs is less clear-cut. Although Adar1, an A-to-I RNA editing enzyme [73], has been associated with the regulation of inflammatory responses, it has been reported to both induce and inhibit the polarization of macrophages towards an M1 phenotype. The *in vivo* studies that demonstrated the induction of an M2 phenotype and reduced pro-inflammatory responses by Adar1 utilized murine models of inflammation (sepsis, allograft transplantation) in which Adar1 was overexpressed in mice following a parenteral injection of Adenovirus vector carrying the Adar1 gene [74,75]. In contrast, the specific deletion of Adar1 from macrophages was found to prevent the polarization of macrophages towards a pro-inflammatory immune response in a murine model of Abdominal Aortic Aneurysm [76]. While this discrepancy between functional outcomes is likely related to the difference in technical approaches to alter the expression of Adar1 (whole animal versus cell-specific), the reported association between Adar1 and enhanced M1 activation in macrophages aligns with the changes to other gene targets observed in the peritoneal macrophages of mice infected with *F. hepatica*. We suggest, therefore, that the increased expression of a multitude of host lncRNAs reduces the expression of Adar1 in mouse peritoneal macrophages to prevent the overactivation of the pro-inflammatory immune response to minimize tissue damage and dysfunction.

Another discrepancy exists in the published studies of the association between plectin, a cytoskeletal protein, and macrophage activation. In macrophage cell lines (J774 and RAW), the abundance of plectin was significantly increased in response to stimulation with bacterial endotoxin which impaired the production of pro-inflammatory IL-6 in response to stimulation with inflammatory ligands [77]. However, the treatment of primary murine macrophages with endotoxin did not cause an increase in plectin [78]. While the role of plectin in the polarization of macrophages thus remains unclear, the increase in its expression mediated by the host lncRNAs during *Fasciola* infection could be related to its role in structural cellular processes involving actin filament dynamics [79], such as phagocytosis and motility. This functional association is supported by the report that the abundance of plectin is specifically enhanced in dendritic cells stimulated by *S. mansoni* eggs and is linked to the profound cytoskeletal rearrangements that occur during the maturation of dendritic cells [80]. Furthermore, in mice with targeted mesenchymal ablation of plectin, there was a significant reduction in the migration of macrophages towards a skin wound, supporting the important role of plectin in the wound healing process [36]. Therefore, host lncRNAs induction of plectin may play a part in differentiating macrophages into a reparative functional phenotype during the host immune response to *F. hepatica.*

## Concluding remarks

This study has provided added insight into the possible mechanisms by which helminth parasites alter the host innate immune response to change the functional activity of macrophages, enhancing their survival. The additional finding that this regulation of pro-inflammatory pathways is supported by host ncRNA confirms the long-held hypothesis that rather than attempt to expel the parasite, the host tolerates their presence and focuses the biological activity of immune cells on tissue repair.

The identification of specific gene targets for the parasite miRNAs highlights potential pathways that, if induced during infection, may mediate killing and/or expulsion. With the emergence of target site blockers, this could be tested in vivo, which would ascertain whether interfering with the functions of parasite miRNAs and/or manipulating the expression of their gene targets represents a new strategy to achieve therapeutic control of these pathogens, and regulation of mammalian inflammatory responses. At a more fundamental level, a deeper understanding of the selection and packaging of parasite miRNAs into EVs will be critical to fully elucidate the mechanisms of Ago-loading, functionality and cross-communication with host cells that parasites have evolved to adapt to life within their mammalian hosts.

## Supplementary Material

Sais et al_Supplementary Table 6.xlsx

Sais et al_Supplementary Table 5.xlsx

Sais et al_Supplementary Table 3.xlsx

Sais et al_Supplementary Table 2xlsx.xlsx

Sais et al_Supplementary Table 7.xlsx

Sais et al_Supplementary Table 1.xlsx

Sais et al_Supplementary Table 4.xlsx

## Data Availability

The total RNA-seq and miR-seq data that underpin the analysis presented in this study is freely available and deposited in National Center for Biotechnology Information (NCBI) Gene Expression Omnibus; accession number GSE263895. All data generated or analysed during this study are included in this published article [and its supplementary information files].

How the deposited data were processed for this re-analysis (not part of the article)

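Peritoneal macrophages of female BALB/c mice were compared between uninfected mice and mice at 6 hrs, 18 hrs and 5 days after oral infection with 20 metacercariae of F. hepatica. The macrophages had been selected negatively with magnetic beads and pooled from 5 mice per replicate, with 5 replicates per group, and each of the 20 replicates gave 1 small RNA library and 1 total RNA library.

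The authors deposited 4 tables of raw counts, which are read counts that were not normalized. For the small RNA libraries they checked the reads with FastQC, trimmed them with Cutadapt, aligned them with Bowtie2 to mature mouse miRNAs of miRBase, aligned the reads left over to published F. hepatica miRNA sequences, and extracted counts with SamTools. For the total RNA libraries they aligned the reads with Bowtie2 to GRCm39 and extracted counts per gene with HT-Seq count on the Gencode Release M31 annotation. Whether the unique molecular identifiers of the small RNA kit were used, and the strand setting of the gene counts, are not given in the sources used here.

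The table of mouse miRNA counts has 2046 lines, of which 68 do not name a mouse miRNA and hold 12 counts (4.46e-06% of all), and 1978 were used. The table of parasite counts has the same number of lines, of which 1855 hold 0 counts and do not name a parasite miRNA, and 191 were used. The lncRNA table has 13186 genes and the mRNA table 55357, and the second contains all genes of the first. Of the genes in the mRNA table 98.9% could be matched to the annotation used here (Gencode M39) for biotype, place and overlap with other genes. All coordinates are those of GRCm39. No 2 replicates of a group are identical in the mouse miRNA, lncRNA or mRNA table, over 40 pairs per table, and the parasite table was not compared in this way.

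Each table was analysed by itself. Features with fewer than 10 counts over the 19 libraries in the fit were left out, and 18 hr replicate 4 was left out of the fit, both as in the paper. The counts were fitted with edgeR 4.0.16 (TMM scaling, quasi-likelihood F test with robust estimation, a prior count of 2 for log2 CPM, all 4 groups in 1 fit so that they share the estimate of the spread) in R 4.3.3. Each time point was compared with uninfected mice and the time points with each other. A feature is DE at a Benjamini-Hochberg adjusted p under 0.05, and the cut-offs of 2-fold and 4-fold are log2 fold changes of 1 and 2. The authors had used DESeq2, and DESeq2 1.42.0 with the same libraries and filter was run as an alternative.

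Features named in the text are every gene and miRNA that the paper names, and for each table and time point the 3 largest rises and the 3 largest falls among DE features whose CPM do not overlap between infected and uninfected libraries and whose mean log2 CPM lies above the median of the tested features. The paper's supplementary tables had been seen when this rule was written. Of the lncRNAs that the rule picks, 1 is not reported. Features outside the rule are said to be named after their values were seen. For a gene with 1 to 3 counts in a group the ratio of summed counts is given with its exact 95% interval, and for a group with 0 counts a lower bound against a floor of 3 counts over the group.

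Distances between libraries were taken over the 500 most variable features, and groups were compared with a pseudo-F and an exact permutation of the libraries. The miRNAs of a stretch of chromosome 12 were tested as a set with camera and fry of limma 3.58.1 and their share among downregulated miRNAs with Fisher's exact test, whose p is not given because chromosome 12 was chosen from the excess that the paper reports in the same libraries. Parasite reads were divided by the mouse miRNA reads of the library. The innate immune genes are those that the paper lists for each time point. The lists of marker genes, written before any counts were seen, cover mesothelial cells, fibroblasts, mast cells, B cells, T cells, neutrophils, eosinophils, dendritic cells, large peritoneal macrophages, monocytes with small peritoneal macrophages, M1-like and M2-like states, proliferation and immediate early genes. Lists of miRNAs of mesenchymal, epithelial with mesothelial, endothelial, lymphoid and erythroid cells were tested in the same way. Seed sites were searched in the 3' untranslated regions of mRNAs, and mRNAs with and without a site were compared by permuting within classes of length, with 100000 resamples.

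The alternatives set before the data were examined were DESeq2, RLE size factors in place of TMM, no filter, the filterByExpr filter of edgeR, 18 hr replicate 4 kept, only the 2 groups compared in the fit, each library left out in turn, the replicate number as a block, a threshold of 0.01 on the adjusted p, and a library size from both total RNA tables. For the distances they were all features past filterByExpr, the variance stabilizing transformation of DESeq2, and 1 minus Spearman's rho. For the other results they were a cut-off of log2 fold change -1, detection by at least 2 reads or in at least 2 replicates, reads per library without scaling, and 8mer seed sites alone. Leaving the lncRNA genes out of the mRNA table (with edgeR and with DESeq2), leaving out the gene with most counts, leaving out each library from the distances, and leaving out of the chromosome 12 stretch the miRNAs it was drawn around were added after the data were seen.

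The procedure was tested on simulated counts. In them 200 features at or above the median level were raised or lowered 4-fold, alike at each time point. The shares called therefore do not cover features with fewer counts or smaller changes. edgeR called 100% of the changed miRNAs at each time point (820 tested), 95.5%, 93.5% and 96% of the changed lncRNAs at 6 hrs, 18 hrs and 5 days (3492 tested) and 82.5%, 82% and 85% of the changed mRNAs (16313 tested). Other tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

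The gene ontology analysis, target prediction and interactome of the paper were not repeated here, and sequence reads were not analysed here.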

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

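The tests of the parasite reads of 18 hr replicate 4, of genomic DNA, of the uninfected libraries common to all comparisons, of a batch and of the median library totals were chosen only after the result they measure was seen. So were the distances with each library left out. All other tests in this part were chosen before.

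In the parasite reads, 18 hr replicate 4 lies far from the other 4 libraries of its group (gap over range 0.998). It holds 8214 reads of F. hepatica miRNAs, without the 1 that matches the mouse genome, against 16 to 30 in each of the other 18 hr libraries and 0 in uninfected mice. Deeper sequencing of this library is argued against by its mouse miRNA total, which is 1.17 times the median of the other 18 hr libraries. A larger amount of the same mix of parasite miRNAs is argued against by fhe-miR-1b-3p, which makes up 2895 of the 8214 reads (35.2%) and 0 of the 96 reads of the other 18 hr libraries (two-sided Fisher p 1.5e-18). Reads of this library assigned to the others by mistake would carry fhe-miR-1b-3p along, but it has 0 of their 113 reads where 39.8 would be expected (one-sided exact binomial p 4.7e-22). Both p-values take reads as independent and cover counting error only, not the spread between libraries. Parasite tissue in the pool of replicate 4 and a larger uptake of another mix by these macrophages cannot be told apart, since parasite messenger RNA was not counted. The 34 parasite miRNAs with reads in this library and in no other do not decide it. With 8214 reads against 113, more miRNAs are found by the number of reads alone. The labels give no biological difference between the replicates of a group, so none was tested.

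At 6 hrs the parasite reads set apart unnumbered replicate a, with 0 reads against 3 to 4 in the other 4 libraries (0.750). In the mean lncRNA distance to its group, 18 hr replicate 2 stands apart (24.6 against 22.6 to 23.1, 0.721). These are 3 of 28 groups of library values, where chance gives about 1 in 20. Neither of these 2 was tested further, and no biological explanation was tested.

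Among the named features 1 library stands apart in 34 of 296 groups, where chance gives about 1 in 20. A gap over range of 1.00 means that all the other libraries of the group have 0 counts. The gap over range is 0.713 for mmu-miR-212-5p at 5 days (replicate 1), 0.868 for mmu-miR-31-5p at 5 days (replicate 5) and 0.789 for mmu-miR-202-3p in uninfected mice (replicate 1). Among lncRNAs it is 0.772 for Gm47118 in uninfected mice (replicate 1) and 0.937 at 5 days (replicate 2), 0.739 for 4732414G09Rik at 5 days (replicate 5), 0.844 for Gm41668 at 6 hrs (replicate 4) and 0.784 for Gm44985 at 5 days (replicate 3). Counted in the mRNA table, Gm47118 has 0.779 in uninfected mice and 0.926 at 5 days, and Gm44985 0.756 at 5 days. Among the genes that the paper names it is 0.782 for Traf6 at 6 hrs (unnumbered replicate a) and 1.00 at 18 hrs (replicate 5), 1.00 for Igf1 in uninfected mice (replicate 3), 0.718 for Hif1a at 6 hrs (replicate 5), 0.749 for Nlrp6 in uninfected mice (replicate 3) and 1.00 at 6 hrs (replicate 3), 0.711 for Cdk6 in uninfected mice (replicate 2) and 0.771 at 5 days (replicate 5), and 1.00 for Nlrp3 at 18 hrs (replicate 5). It is 0.827 for Nos2 in uninfected mice (replicate 1), 0.901 for Tnf at 6 hrs (unnumbered replicate a), 0.787 for Il6 in uninfected mice (replicate 4) and 1.00 at 6 hrs (unnumbered replicate a), 0.789 for Il1b in uninfected mice (replicate 2) and 0.793 at 6 hrs (replicate 5), 0.846 for Il18 at 18 hrs (replicate 5) and 0.780 for Il4 at 5 days (replicate 2). Among the mRNAs with the largest changes it is 0.726 for Gm15907 at 6 hrs (replicate 5), 0.775 for Dnase1l3 at 5 days (replicate 4), 0.769 for Hacd3 in uninfected mice (replicate 5) and 0.788 at 6 hrs (unnumbered replicate a), 0.788 for Colgalt2 in uninfected mice (replicate 4) and 0.752 for Gipc3 at 6 hrs (replicate 4). No explanation was tested for these, and a call lost or gained without such a library is given with the gene.

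The time points differ from each other in a direct test by edgeR. Between 5 days and 6 hrs 172 miRNAs, 744 lncRNAs and 2303 mRNAs are DE, between 5 days and 18 hrs 149, 893 and 2900, and between 18 hrs and 6 hrs 0 miRNAs (58 at an unadjusted p under 0.05, 0 by DESeq2), 1 lncRNA and 22 mRNAs. Chance can be excluded for the differences of 5 days from 6 hrs and from 18 hrs in all 3 tables, because of 100 ways of splitting the same libraries only 1, the real one, gives as many calls. By the same count of splits it can be excluded for the 22 mRNAs between 18 hrs and 6 hrs, but their number rests on single libraries, with 4 without 6 hr unnumbered replicate a, 5 without 18 hr replicate 2, 8 without 6 hr replicate 5, 9 without 18 hr replicate 5 and 10 without 6 hr replicate 3. Chance can also be excluded for each time point against uninfected mice in all 3 tables, again with 1 of 100 splits. Chance cannot be excluded for 18 hrs against 6 hrs in lncRNAs, where 8 of 100 splits give at least as many calls. In miRNAs all 100 do by construction, since the real comparison has 0 calls, so chance can be neither excluded nor shown there. Deeper day 5 libraries are argued against as the cause of more mRNA calls at 5 days than at 6 hrs, since with every library thinned to 1 total there are 3593 against 2273. For miRNAs and lncRNAs it is the library totals that argue against them, with medians of 11365527 and 373199 at 5 days under the 13796066 and 430397 at 6 hrs, so the calls after thinning (172 against 15 and 980 against 541) add nothing there. What stays open is a true change between these time points, or a difference in how the macrophages were obtained at each, which the design does not separate.

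In the distances between libraries the same pairs differ. The pseudo-F of 5 days against 6 hrs and 18 hrs is 3.67 and 2.42 for miRNAs, 6.63 and 7.36 for lncRNAs and 11.8 and 11.6 for mRNAs (one-sided exact permutation p 0.00794 for each, the smallest possible). That of 18 hrs against 6 hrs is 1.32 for lncRNAs (p 0.00794, adjusted p 0.0571 without 6 hr replicate 3) and 1.28 for mRNAs (p 0.0238, but 0.159 with 1 minus Spearman's rho). For mRNAs the adjusted p is 0.0571 without 6 hr unnumbered replicate a, 6 hr replicate 3 or 6 hr replicate 5, 0.0857 without 6 hr replicate 4 and 0.161 without 18 hr replicate 5, so a difference between 18 hrs and 6 hrs in the mRNA distances is left open. No technical explanation was tested on the distances themselves.

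The calls common to 6 hrs and 18 hrs (11 miRNAs, 372 lncRNAs and 1753 mRNAs) were weighed because all comparisons use the same uninfected libraries. The highest number called at both in 10 simulations without a change is 0 in each table. Few calls are expected at either time point without a change. The simulations therefore cannot show how far shared uninfected controls raise the number of these common calls. Whether uninfected mice handled in another batch gave part of these calls cannot be told apart from the infection, because neither the labels nor the paper give a batch and any batch of the uninfected mice would coincide with the group.

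Among 4-fold changes more lncRNAs and mRNAs are downregulated than upregulated at 18 hrs. Deeper uninfected libraries are argued against by the library totals, with medians of 365818 for lncRNAs and 3873079 for mRNAs under the 418438 and 4220806.5 of the 4 kept libraries of 18 hrs. Thinning to 1 total, which leaves 101 downregulated and 30 upregulated lncRNAs and 483 and 160 mRNAs, therefore adds nothing. Gene length bias is argued against as the whole cause, as removing the trend of the log2 fold change with exon length leaves 94 downregulated and 36 upregulated lncRNAs and 501 and 189 mRNAs.

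Among named miRNAs, the difference between 5 days and 6 hrs, and between 5 days and 18 hrs, passes the threshold of edgeR for mmu-miR-379-5p (log2 difference -1.81 and -1.83), mmu-miR-382-5p (-1.26 and -1.11), mmu-miR-31-5p (2.03 and 1.54), mmu-miR-202-3p (-3.32 and -2.91), mmu-miR-1983 (3.32 and 2.69), mmu-miR-202-5p (-3.33 and -2.36) and mmu-miR-376c-3p (-2.24 and -2.11). For mmu-miR-541-5p (-1.36) and mmu-miR-337-5p (-1.74) that between 5 days and 6 hrs does. Of these, mmu-miR-379-5p, mmu-miR-382-5p, mmu-miR-376c-3p, mmu-miR-541-5p and mmu-miR-337-5p lie in the stretch of chromosome 12. Fewer mesenchymal cells in the day 5 libraries are argued against as the cause of the fall of that stretch, since the miRNAs of fibroblasts and smooth muscle have a median log2 fold change of 0.0366 at 5 days against -2.34 for the stretch. Fewer epithelial or mesothelial cells remain possible for a small part, since their miRNAs have a median of -0.37 (3 of 6 called, camera adjusted p 0.302). Those of endothelial cells have -0.41 (2 of 2 called), that of lymphocytes -0.66 (1 of 1 called) and those of erythroid cells 0.04 (2 tested). At 6 hrs the medians of the mesenchymal, epithelial with mesothelial, endothelial, lymphocyte and erythroid lists are -0.01, -0.13, 0.25, -0.30 and 0.06, and at 18 hrs 0.08, -0.02, 0.30, -0.30 and 1.03.

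Among named lncRNAs the difference between 5 days and 6 hrs passes the threshold of edgeR for 0610009E02Rik (-2.64), Gm46637 (1.72), Gm26714 (-1.22), Gm44985 (3.66), Gm2788 (2.25) and Gm17552 (-1.73). The difference between 5 days and 18 hrs passes it for 0610009E02Rik (-2.50), Gm46637 (1.42), 4732414G09Rik (-1.29), Gm26714 (-1.44), Gm41668 (3.04), Gm49296 (1.22), Gm44985 (3.24), Gm2788 (2.36) and Gm17552 (-2.09). All but Gm41668 and Gm49296 overlap a gene on the opposite strand, so which of the 2 genes changed is open.

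Among named mRNAs the difference between 5 days and 6 hrs passes the threshold of edgeR for Jam3 (1.78), Nlrp6 (5.07), Tnfaip3 (1.44), S1pr1 (-1.16), Arg1 (1.28), Zswim3 (1.23), Gm16028 (1.85), Usp21 (-1.05), Epha10 (3.53), Gm44985 (3.73), Cdc23 (3.27), Gipc3 (-3.25) and Kansl3 (-1.63). The difference between 5 days and 18 hrs passes it for Yy1 (-0.77), Jam3 (3.08), P2rx7 (-1.22), Nlrp6 (3.97), S1pr1 (-1.28), Arg1 (1.09), Gm15907 (1.45), Zswim3 (1.27), Usp21 (-1.09), Gm45924 (2.56), Hacd3 (3.31), Colgalt2 (3.57), Epha10 (2.77), Gm44985 (3.37), Cdc23 (4.13) and Gipc3 (-2.49). RPM of parasite miRNAs differ between 18 hrs and 6 hrs by 1.52 and between 18 hrs and 5 days by 1.65. Depth was tested on the numbers of calls alone. No technical explanation was tested for these differences of single genes, and the time after infection is the biological one that the design gives.

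Abundant macrophage transcripts have few counts in the total RNA tables, with 15 for B2m, 2352 for Actb, 1599 for Lyz2 and 97 for Adgre1 over all libraries. Reads counted on the strand opposite to the transcript are consistent with this. Of 37 pairs of a ribosomal protein or large peritoneal macrophage gene and a gene on the opposite strand over its exons, 30 have more counts for the opposite gene (two-sided exact sign test p 1.9e-04). Protein-coding genes with protein-coding exons of another gene on the opposite strand have a median of 223 counts (3980 genes) against 1 for those without (11287 genes, permutation p 1e-05, the smallest that 100000 permutations can give). Genomic DNA in the libraries is argued against, since Tsix has 377 times the counts of Xist with 0.372 times the exon bases. A change called for a gene that overlaps another may therefore be a change of the other gene. Most protein-coding genes without an overlapping gene have few counts, though some have more, as Actb (2352) and Cd74 (1621) do. Both points limit every statement on single mRNAs. No biological explanation was tested.

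Marker genes of other cells were tested because a lower share of macrophages could change many genes. With camera on the edgeR fit 0 lists of other cell types pass at 6 hrs, 18 hrs and 5 days. Of all lists 0, 1 and 1 pass at an unadjusted p under 0.05, and 4, 2 and 6 with fry. Since 6 lists have fewer than 4 tested genes, a lower share of macrophages cannot be told apart from a constant one. At 5 days a rise of all other cells alike is argued against by the B cell genes, which fall (fry adjusted p 0.0403, camera adjusted p 0.383). With fry the mast cell gene also falls there (adjusted p 0.0330) and the eosinophil gene rises (0.0216). Epx, the eosinophil gene, is not called there by edgeR (adjusted p 0.0704). A rise of some other cells is left open. Median log2 fold changes at 6 hrs, 18 hrs and 5 days are -0.19, 0.19 and -0.86 for B cells (6 tested), 0.34, 0.50 and -0.12 for T cells (4), 0.12, 1.02 and 1.36 for neutrophils (2), -0.56, 0.29 and -0.06 for dendritic cells (5), -0.68, 0.13 and -0.36 for monocytes with small peritoneal macrophages (4), -0.03, -1.28 and -0.19 for proliferation (2) and 0.22, 0.03 and -0.45 for immediate early genes (7). Eosinophils (4.00, 3.37 and 2.91) and mesothelial cells (-2.01, -0.17 and -0.20) have 1 tested gene each, mast cells 1 (Tpsb2, -1.24 and -1.83 at 6 hrs and 18 hrs, with 0 counts at 5 days) and fibroblasts 0. All these genes are subject to the strand limit above.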

How the results depend on the processing

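None of the settings of edgeR, DESeq2, the distances, the parasite reads or the seed sites given here was chosen after the result, apart from the mRNA table without the genes of the lncRNA table, with and without DESeq2, the mRNA table without its highest gene, the distances with each library left out and the chromosome 12 stretch without the miRNAs it was drawn around, which were chosen after seeing the data.

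With DESeq2 in place of edgeR, 33 of 37 main results stay the same, and the other 4 are 21 DE miRNAs at 6 hrs and 66 at 18 hrs and, for 18 hrs against 6 hrs, 11 lncRNAs and 36 mRNAs. Of 145 values of named features 138 stay the same, 4 become stronger and 3 change direction near 0, S1pr1 at 6 hrs (-0.00873) and Tnf (-0.0252) and Ago2 (-0.0133) at 18 hrs. With RLE factors all 30 main results and 148 of 152 named values stay the same, 1 is stronger and the same 3 change direction (S1pr1 -0.00828, Tnf -0.0228, Ago2 -0.0129). The cause was not tested.

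Without a filter 27 of 30 main results stay the same, with 22 DE miRNAs at 6 hrs, 54 at 18 hrs and 9 mRNAs between 18 hrs and 6 hrs by edgeR, and 146 of 152 named values, with 5 weaker and 1 stronger. With filterByExpr 38 of 53 main results stay the same and 127 of 131 named values, with 4 stronger. The other 15 are 21 DE miRNAs at 6 hrs and 40 at 18 hrs, 20 miRNAs past 4-fold at 5 days, 45, 61 and 112 lncRNAs and 271, 374 and 499 mRNAs past 4-fold at 6 hrs, 18 hrs and 5 days, 6 mRNAs between 18 hrs and 6 hrs, 1 marker list past the camera threshold at 6 hrs and 1 at 18 hrs, and 3 seed-site shifts. These are 0.10 for fhe-miR-125 at 18 hrs (adjusted p 0.0359, two-sided permutation), 0.00875 for mmu-miR-132 with mmu-miR-212 at 6 hrs and 0.0174 at 18 hrs. Fewer features past 4-fold follow by construction where this filter takes out features with few counts, and otherwise the cause was not tested.

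With 18 hr replicate 4 kept, 61 of 66 main results stay the same and 151 of 152 named values, with 1 stronger. The other 5 are 59 DE miRNAs at 18 hrs, 12 of them past 4-fold, 13 lncRNAs and 52 mRNAs between 18 hrs and 6 hrs, and 59 parasite miRNAs with a read at 18 hrs, which follows by construction. For the rest the cause was not tested.

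At an adjusted p under 0.01 in place of 0.05, edgeR calls fall by construction and 11 of 30 main results stay within a 1.5-fold range. The calls are 8, 13 and 116 miRNAs and 354, 378 and 669 lncRNAs at 6 hrs, 18 hrs and 5 days, and 1610 and 1761 mRNAs at 6 hrs and 18 hrs. Past 4-fold they are 59, 68 and 167 lncRNAs and 332, 408 and 693 mRNAs. Between time points they are 86 miRNAs for 5 days against 18 hrs, 481 lncRNAs for 5 days against 6 hrs, and 5, 1458 and 1887 mRNAs for 18 hrs against 6 hrs, 5 days against 6 hrs and 5 days against 18 hrs.

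Fitted on the 2 groups compared alone, 27 of 30 main results stay the same, with 29 miRNAs at 6 hrs and, between 18 hrs and 6 hrs, 21 lncRNAs and 56 mRNAs, and 139 of 144 named values, with 2 weaker and 3 stronger. With a library size from both total RNA tables for the lncRNAs, 8 of 9 main results stay the same, the other being 9 lncRNAs between 18 hrs and 6 hrs, and all 18 named values. The cause was not tested.

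With the replicate number as a block, 24 of 30 main results stay the same, with 8 DE miRNAs at 6 hrs, 51 at 18 hrs and 6 past 4-fold at 18 hrs, 72 lncRNAs and 404 mRNAs past 4-fold at 6 hrs and 7 mRNAs between 18 hrs and 6 hrs. Of 149 named values 133 stay the same. The block loses the calls of 8, mmu-miR-541-5p, Igf1, Hif1a, Adar, Tnfaip3 and Cdk6 at 6 hrs, Il18 at 18 hrs and Cd86 at 5 days, and adds those of 2, Traf6 at 6 hrs and Il4 at 5 days. Of the innate immune genes that the paper lists, 41 of 57, 47 of 59 and 73 of 78 are called with the block at 6 hrs, 18 hrs and 5 days. A further 6 named values change direction, Yy1 (0.13), S1pr1 (-0.16) and Il1b (0.53) at 6 hrs, Ago2 at 18 hrs (-0.0473) and Il1b (0.30) and Ago2 (-0.00451) at 5 days. The pairing behind such a block was checked on 21 pairs of libraries with 1 number. Their residuals have a mean correlation of 0.0952 for miRNAs, 0.0533 for lncRNAs and 0.0334 for mRNAs, over 0.1 in 11, 5 and 2 pairs, against -0.0226, -0.0118 and -0.00758 in 86 pairs of other numbers. Because not every pair is over 0.1, the samples were treated as sharing only a number, but a weak link between samples of 1 number is left open. The 2 unnumbered libraries of 6 hrs have no replicate number for such a block or such pairs. At 6 hrs an effect of the block therefore cannot be told apart from one of fewer libraries. The cause of these differences was not tested.

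Without the genes of the lncRNA table 11 of 12 mRNA results stay the same, the other being 14 mRNAs between 18 hrs and 6 hrs, and 100 of 102 named values, with 1 weaker and 1 stronger. With DESeq2 on the same table 10 of 12 stay the same, the others being 410 and 684 mRNAs past 4-fold at 6 hrs and 5 days, and 90 of 96 named values, with 4 stronger and 2 reversed, Tnf (-0.0224) and Ago2 (-0.0142) at 18 hrs. Without the highest gene of the mRNA table all 12 main results and 107 of 108 named values stay the same, with 1 stronger. The cause was not tested.

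The distances keep all 18 results with all features past filterByExpr and all 18 with a variance-stabilizing transformation, and 16 of 18 with Spearman correlation. The others are the pseudo-F of 6 hrs against uninfected mice in miRNAs (1.31, adjusted p 0.124, one-sided exact permutation) and of 18 hrs against 6 hrs in mRNAs (1.17, p 0.159). Parasite miRNAs are 3, 15 and 0 at 6 hrs, 18 hrs and 5 days with at least 2 reads in all and 1, 10 and 0 with reads in at least 2 libraries, by construction fewer. The tests of parasite reads on reads per library keep all 5 results. Of the miRNAs downregulated at 5 days 28 lie on chromosome 12 at a log2 fold change of -1 or below, and the fall of the chromosome 12 stretch at 5 days stays the same, with a median of -1.75, when the 22 miRNAs it was drawn around are left out. With sites of 8 bases 7 of 12 seed shifts keep their direction, and the others are fhe-miR-71a at 6 hrs (-0.0196) and 18 hrs (0.0152), fhe-miR-277b at 18 hrs (0.00118) and 5 days (0.0230) and mmu-miR-132 with mmu-miR-212 at 18 hrs (0.13). The cause was not tested.

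With each library left out in turn, 1365 of 1463 named values stay the same, 53 are weaker, 14 stronger and 31 reversed, and the calls lost are given with each gene. DE miRNAs by edgeR range from 13 to 41 at 18 hrs and from 3 to 7 past 4-fold. Between 18 hrs and 6 hrs lncRNAs range from 1 to 10 (10 without 18 hr replicate 1, 2 without 18 hr replicate 3) and mRNAs from 4 without 6 hr unnumbered replicate a to 30 without 18 hr replicate 1. Between the same time points the pseudo-F ranges from 1.19 to 1.39 for lncRNAs, with an adjusted p over 0.05 only without 6 hr replicate 3 (1.25, adjusted p 0.0571, one-sided exact permutation), and from 1.119 to 1.37 for mRNAs, over it without 18 hr replicate 5 or 6 hr unnumbered replicate a or replicate 3, 4 or 5. RPM of parasite miRNAs over uninfected mice range from 0.168 to 0.233 at 6 hrs (adjusted p 0.0132 without unnumbered replicate a, two-sided exact permutation) and from 0.0437 to 0.0702 at 5 days (0.0476 without replicate 1 or 5), with 4 to 8 parasite miRNAs at 6 hrs. A direction reverses for S1pr1 (-0.0660 to 0.19), Tnf (-0.18 to 0.55), Il1b (-2.31 to 0.36) and Cd86 (-0.28 to 1.28) at 6 hrs, for Tnf (-0.26 to 0.48), Il1b (-1.98 to 0.27), Ago2 (-0.0673 to 0.20) and Adam17 (-0.0478 to 0.21) at 18 hrs, and for Il1b (-0.87 to 0.85), Ago2 (-0.25 to 0.20), Tnfaip3 (-0.0396 to 0.35) and Arg1 (-0.39 to 0.00556) at 5 days. The cause was not tested.

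Depth limits the features with few counts. With every library thinned to the smallest total of its table, edgeR tests 790 miRNAs, 3503 lncRNAs and 15910 mRNAs and calls 15, 25 and 172 miRNAs, 541, 597 and 980 lncRNAs and 2273, 2467 and 3593 mRNAs at 6 hrs, 18 hrs and 5 days. With 0 counts of parasite miRNAs, the uninfected libraries leave room for up to 0.0440 RPM (3 counts over the group).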

Differences from the paper's values

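The settings named below were chosen before the data were examined, apart from the mRNA table without the genes of the lncRNA table, the same with DESeq2, and the mRNA table without its highest gene, which were chosen after seeing the values.

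For miRNAs at 6 hrs the paper gives 21 DE (8 upregulated, 13 downregulated) and edgeR 13 (5 and 8) here. Of the settings, DESeq2 (21, 8 and 13), no filter (22, 7 and 15), filterByExpr (21, 7 and 14), 18 hr replicate 4 kept (15, 6 and 9) and a fit on the 2 groups (29, 11 and 18) lie within 1.5-fold of the paper, and RLE factors do for the total (15) and the upregulated (7). An adjusted p under 0.01 and the replicate block differ for all 3. With each library left out, 6 of 10 fits do not differ for the total, 3 for the upregulated and 5 for the downregulated. At 18 hrs the paper gives 66 (27 and 39) and edgeR 25 (7 and 18) here. With DESeq2 (66, 27 and 39) none of these numbers differs, the total is also within range with no filter (54), 18 hr replicate 4 kept (59) and the block, and the downregulated with no filter (39), filterByExpr (35), replicate 4 kept (42), the block and 2 of 9 fits with a library left out. All other settings and fits with a library left out differ.

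For lncRNAs the text of the paper gives 98 (36 upregulated, 62 downregulated) at 6 hrs, 116 (25 and 91) at 18 hrs and 227 (120 and 108) at 5 days, and edgeR here 575 (278 and 297), 607 (300 and 307) and 1022 (528 and 494). No setting brings these within 1.5-fold. The DESeq2 counts past 4-fold are 98 (36 and 62), 115 (25 and 90) and 227 (120 and 107). Fig. 4A reads as about 250 at 6 hrs and about 370 at 18 hrs, which an adjusted p under 0.01 does not differ from (354 and 378), nor no filter (547) and 6 of 9 fits with a library left out at 18 hrs.

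For lncRNAs past 4-fold the paper gives 49 (18 and 31) at 6 hrs, 78 (12 and 66) at 18 hrs and 164 (80 and 84) at 5 days, and edgeR here 131 (41 and 90), 132 (31 and 101) and 291 (148 and 143). At 6 hrs filterByExpr (45, 19 and 26) and an adjusted p under 0.01 (59, 22 and 37) do not differ, nor the block for the total and the upregulated. At 18 hrs the total does not differ with DESeq2 (115), no filter (114), filterByExpr (61), an adjusted p under 0.01 (68), the block and 4 of 9 fits with a library left out, the downregulated with the same settings (90, 91, 46 and 53 for the first 4) and all 9 such fits, and the upregulated with filterByExpr and an adjusted p under 0.01 (15 each). At 5 days the total and the upregulated do not differ with DESeq2 (227 and 120), filterByExpr (112 and 67), an adjusted p under 0.01 (167 and 89), the block and 1 of 10 fits with a library left out, and the downregulated with DESeq2 (107), no filter (122), an adjusted p under 0.01 (78), the block, a library size from both total RNA tables (125) and 7 of 10 fits with a library left out. All other settings differ.

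For mRNAs upregulated at 6 hrs the paper gives 788 and edgeR here 1204. Settings within 1.5-fold are DESeq2 (1047), RLE factors (1063), no filter (1072), filterByExpr (1111), an adjusted p under 0.01 (813), the block and each library left out. So are, chosen after seeing the values, the table without the genes of the lncRNA table (889), the same with DESeq2 (789) and the table without its highest gene (1171), which drop 6, 0 and 4 of the 57 innate immune genes that the paper lists as DE at 6 hrs. Keeping 18 hr replicate 4 and the fit on 2 groups differ.

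The paper gives 75 M and 35 M reads per sample and does not say whether these were planned or sequenced. The medians of counted reads here are 13.3 M and 4.14 M, and no setting bears on these. Counted reads are those left after trimming, alignment and counting, so they are not the same measure as reads per sample. The total of DE miRNAs that the paper gives at 5 days is not the sum of its upregulated and downregulated ones.

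On genes and rankings, the paper has every class of RNA higher in 18 hr replicate 4, where the total here is 1.17 times the median of the other 18 hr libraries for mouse miRNAs, 0.961 times for lncRNAs and 0.864 times for mRNAs. It has miR-125b as the most abundant parasite miRNA in macrophages, where fhe-miR-125a-5p has 20 reads at 18 hrs and fhe-miR-125b-5p 10, but 0 and 1 at 6 hrs, and 252 and 272 in 18 hr replicate 4. It names Hif1a as a downregulated target of lncRNAs over the first 5 days. Its list of DE innate genes has Hif1a at 6 hrs and 5 days alone. At these time points edgeR calls it too, with an adjusted p of 0.178 at 18 hrs.

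Of the innate immune genes that the paper lists as DE, edgeR calls 52 of 57 at 6 hrs, 51 of 59 at 18 hrs and 76 of 78 at 5 days, and DESeq2 calls all of them, with or without the genes of the lncRNA table. Not called by edgeR at 6 hrs are Birc3 (called after filterByExpr and in the fit on 2 groups), E2f1 (after filterByExpr), Senp2 (with the block), Tecpr1 (with RLE factors, after filterByExpr and in the fit on 2 groups) and Vegfa (with the same 3 and without the highest gene). At 18 hrs these are Bcl2l1 (called with RLE factors and after filterByExpr), Bnip3 (with RLE factors, with 18 hr replicate 4 kept and in the fit on 2 groups), Cflar (after filterByExpr, in the fit on 2 groups, without the genes of the lncRNA table and without the highest gene), Il17c (by DESeq2 alone), Mfn2 (with RLE factors, after filterByExpr and with 18 hr replicate 4 kept) and Tecpr1, Tirap and Uvrag (after filterByExpr). At 5 days they are Adam17 (called after filterByExpr and without the genes of the lncRNA table) and Cxcr4 (after filterByExpr). Settings also lose listed genes that edgeR calls here. With no filter 46, 47 and 71 are called at 6 hrs, 18 hrs and 5 days, and filterByExpr, with 53, 54 and 70 called, leaves only 53, 55 and 70 of the listed genes to be tested, without Igf1, Map3k8 and Bnip3 at 6 hrs and, among others, without Igf1, Cd86, Muc1 and Traf6 at 5 days. The paper also gives Nod1 in 2 tables with different fold changes at the same time point.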

Other observations

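The seed-site tests were chosen before the result they measure was seen, and the values of Mir212, Mir132 and Hic1 and the fit without the highest gene only after.

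A hypothesis of this work was that mRNAs with a seed site of a miRNA found in the macrophages are lower after infection, as the interactome of the paper would require if targeting were broad. The smallest permutation p over the 3 time points, two-sided and adjusted over all seeds and time points, is 0.0757 for fhe-miR-125 (at 18 hrs, with mRNAs that have a site higher and not lower, by 0.0832, as they are by 0.0251 at 6 hrs and 0.0596 at 5 days), 0.733 for fhe-miR-71a, 0.733 for fhe-miR-277b and 0.849 for mmu-miR-132 with mmu-miR-212. A shared effect of targeting cannot be told apart from none by these values, because many counts come from the strand opposite to the mRNA. Sites of fhe-miR-125 may also be sites of mouse miR-125, which holds nearly all miR-125 reads. Effects on single genes were not tested.

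The Mir212 gene has in the total RNA libraries 24 counts over uninfected mice, 1 over 18 hrs (22.8-fold lower, 95% interval 3.71 to 936) and 2 over 5 days (14.3-fold lower, 3.55 to 125), while mature mmu-miR-212-3p and mmu-miR-212-5p rise at all 3 time points. At 6 hrs its log2 fold change is -0.25 (edgeR adjusted p 0.908). That of Mir132 is 0.01, -0.61 and -1.26 at 6 hrs, 18 hrs and 5 days (edgeR adjusted p 1.00, 0.804 and 0.498), and that of Hic1, which lies next to them, 0.96 (edgeR adjusted p 0.00801), 0.23 (0.686) and -0.20 (0.699). These 3 genes were named after their values were seen. No explanation was tested.

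Of the counts in the mRNA table protein-coding genes hold 16.3% (21627 genes), lncRNA genes 8.82% (9657) and genes outside the annotation used here 73.2% (608), of which the highest gene holds nearly all. Without that gene all calls counted for the mRNA table stay within 1.5-fold. Apol7d has 1027045 counts against 21610 for Fn1 on the opposite strand, Ctsa has 483344 and Ccdc107 2757678, and these 3 were named after their values were seen.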
